# *N*-acetylneuraminic acid links immune exhaustion and accelerated memory deficit in diet-induced obese Alzheimer’s disease mouse model

**DOI:** 10.1038/s41467-023-36759-8

**Published:** 2023-03-09

**Authors:** Stefano Suzzi, Tommaso Croese, Adi Ravid, Or Gold, Abbe R. Clark, Sedi Medina, Daniel Kitsberg, Miriam Adam, Katherine A. Vernon, Eva Kohnert, Inbar Shapira, Sergey Malitsky, Maxim Itkin, Alexander Brandis, Tevie Mehlman, Tomer M. Salame, Sarah P. Colaiuta, Liora Cahalon, Michal Slyper, Anna Greka, Naomi Habib, Michal Schwartz

**Keywords:** Alzheimer's disease, Alzheimer's disease, Neuroimmunology, Obesity

## Abstract

Systemic immunity supports lifelong brain function. Obesity posits a chronic burden on systemic immunity. Independently, obesity was shown as a risk factor for Alzheimer’s disease (AD). Here we show that high-fat obesogenic diet accelerated recognition-memory impairment in an AD mouse model (5xFAD). In obese 5xFAD mice, hippocampal cells displayed only minor diet-related transcriptional changes, whereas the splenic immune landscape exhibited aging-like CD4^+^ T-cell deregulation. Following plasma metabolite profiling, we identified free *N*-acetylneuraminic acid (NANA), the predominant sialic acid, as the metabolite linking recognition-memory impairment to increased splenic immune-suppressive cells in mice. Single-nucleus RNA-sequencing revealed mouse visceral adipose macrophages as a potential source of NANA. In vitro, NANA reduced CD4^+^ T-cell proliferation, tested in both mouse and human. In vivo, NANA administration to standard diet-fed mice recapitulated high-fat diet effects on CD4^+^ T cells and accelerated recognition-memory impairment in 5xFAD mice. We suggest that obesity accelerates disease manifestation in a mouse model of AD via systemic immune exhaustion.

## Abstract (web summary)

Obesity and aging increase Alzheimer’s disease (AD) risk. Here, using an AD mouse model and high-fat diet, we suggest that immune exhaustion links the two risk factors, and identify a metabolite that can hasten immune dysfunction and memory deficit.

## Introduction

Alzheimer’s disease (AD) is the most common form of dementia, characterized by progressive brain amyloidosis and neuronal loss. For decades regarded as neuron-centric, AD pathogenesis is now recognized as being strongly affected by the state of the whole organism^1,2^. In particular, a healthy immune system is required to support brain maintenance and repair^3–11^, whereas immune aging increases AD risk^12–15^. Among the many age-related changes in the immune system is immune exhaustion, marked by the progressive loss of immune effector functions, decrease in cytokine production, and increased inhibitory immune checkpoint signaling^16–18^. As such, exhausted immune cells have a reduced ability to protect the brain. In line with this contention, immune deficiency as well as immune suppression and exhaustion were linked to disease severity in mouse models of AD, while reducing or blocking immune suppression or exhaustion was found to attenuate pathological manifestations^19–25^. Based on this cumulative evidence, we envisioned that environmental conditions that are known as strong risk factors for AD might promote disease manifestations by negatively affecting immune functions. One such environmental condition is obesity, which is among the strongest AD risk factors and the most frequent AD comorbidity^26–31^. Of note, obesity is associated with persistent systemic inflammation and impaired immune responses that have been linked to increased risk of infections and other chronic conditions such as allergy and cancer^32^.

Here, we specifically focused on diet-induced obesity, and hypothesized that it might affect AD by deregulating systemic immunity. Using a transgenic mouse model carrying five human AD-linked mutations (5xFAD), we found that obesity induced by high-fat diet accelerated the onset of disease manifestations, including recognition-memory impairment, which was associated with increased splenic levels of exhausted CD4^+^ T effector memory cells, CD4^+^FOXP3^+^ regulatory T cells, and increased blood levels of the metabolite *N*-acetylneuraminic acid. In vitro and in vivo studies revealed that this metabolite could induce immune exhaustion and accelerate recognition-memory impairment in 5xFAD mice.

## Results

### Diet-induced obesity accelerated disease manifestations in 5xFAD mice

To test the impact of obesity on AD pathology, we generated a mouse model of obesity-AD comorbidity using 5xFAD mice, a transgenic model of amyloidosis^33^, that were fed with high-fat obesogenic diet (HFD) or standard control diet (CD). Wild-type (WT) mice fed with either HFD or CD were also included in the study. Both female and male mice were used. Since mid-life obesity increases the risk of AD^29–31^, we chose a long-term diet regimen starting from around 2 up to 8-9 months of age (mo) for a total of 24-28 weeks (Fig. 1a). Since the metabolic responses to HFD were similar between females and males (Supplementary Fig. 1a–h), we combined both sexes for subsequent analyses. We used the novel object recognition (NOR) test to assay recognition-memory performance (Fig. 1b), known to decline in the 5xFAD model^34,35^. The NOR test, which allows repeated measures, was used for a longitudinal follow-up to determine if and when the HFD accelerated cognitive impairment in 5xFAD mice. At the age of 6.5 mo, both CD and HFD-fed 5xFAD mice maintained intact performance in the NOR test (Supplementary Fig. 2a, b). At 8 mo, HFD-fed 5xFAD mice showed loss of NOR capability, whereas CD-fed 5xFAD mice still performed similarly to WT controls fed with CD or HFD (Fig. 1c; Supplementary Fig. 2c). HFD did not affect the performance in the NOR test of WT mice at either time point (Supplementary Fig. 2a; Fig. 1c). Locomotor activity was not different between groups (Supplementary Fig. 2d, e), whereas the time spent in the middle of the arena was lowest for HFD-fed WT mice, possibly indicating slightly higher anxiety levels in HFD-fed WT relative to CD-fed WT mice, but not in HFD-fed 5xFAD relative to CD-fed 5xFAD mice (Supplementary Fig. 2f, g).

**Fig. 1:**
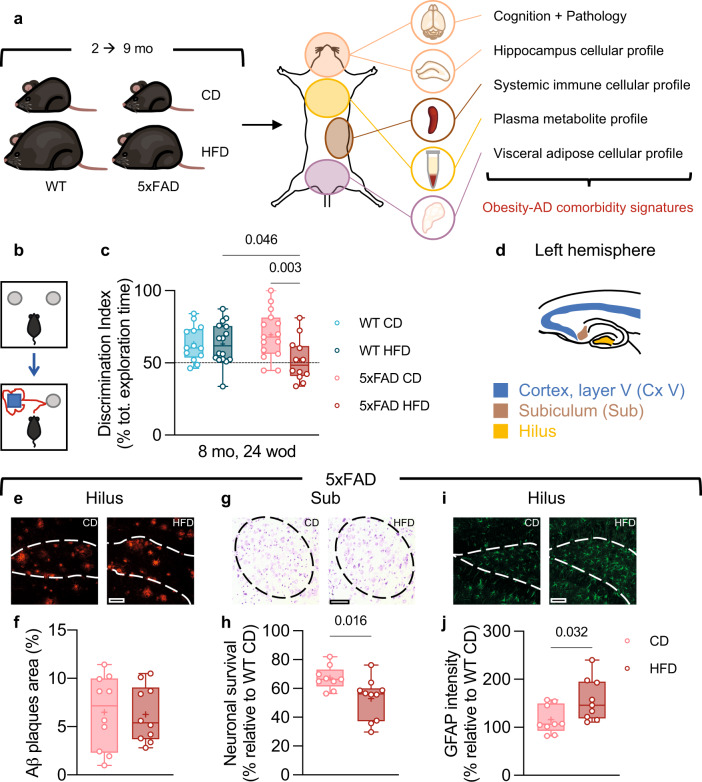
High-fat diet accelerated disease manifestations relative to control diet in 5xFAD mice. **a** Overview of the experimental strategy. **a**, **c** Reduction in novelty discrimination in HFD-fed 5xFAD mice. Evaluation of cognition with the NOR test (**b**) at 8 mo, 24 weeks of diet (wod; **c**). Mice from two independent experiments, sample *n*: WT CD = 13, WT HFD = 16, 5xFAD CD = 15, 5xFAD HFD = 12. Statistical analyses: two-way ANOVA followed by Fisher’s LSD post hoc test. **d**, Brain regions analyzed for histopathology. **e**, **f** Assessment of Aβ plaques load in the hippocampal hilus of 5xFAD mice. **g**, **h** Neuronal survival in the subiculum (Sub) of 5xFAD mice. **i**, **j**, Glial fibrillary acidic protein (GFAP)-immunoreactivity in the hippocampal hilus of 5xFAD mice. **e**, **g**, **i** Representative images, left: CD, right: HFD, scale bars: 70 μm. **f**, **h**, **j** Mice from two independent experiments, sample *n*: **f**, 5xFAD CD = 10, 5xFAD HFD = 10; **h**, 5xFAD CD = 9, 5xFAD HFD = 10; **j**, 5xFAD CD = 9, 5xFAD HFD = 9. **h** Data normalized by average WT CD value (Supplementary Fig. 3b). **j** Data normalized by average WT CD value (Supplementary Fig. 3c). Statistical analyses: two-tailed unpaired Student’s *t* test. **c**, **f**, **h**, **j** Box plots represent the minimum and maximum values (whiskers), the first and third quartiles (box boundaries), the median (box internal line), and the mean (cross). Statistical analyses: two-way ANOVA followed by Fisher’s LSD post hoc test. Source data are provided as a Source Data file.

After the last repeated NOR test, in which we detected that the HFD-fed 5xFAD mice had lower score than the CD-fed 5xFAD mice, we euthanized the mice and assessed if and how the obesogenic diet affected brain pathology. Specifically, we tested typical AD-related hallmarks in the 5xFAD model^20–22^ (Fig. 1d). No changes in neuronal survival or reactive astrogliosis were noticeable in HFD-fed WT mice compared to CD-fed controls (Supplementary Fig. 3a–c). In 5xFAD mice, the HFD did not affect the level of amyloid β oligomers (Aβ1-42; Supplementary Fig. 3d–f) nor amyloid β plaques (Fig. 1e, f; Supplementary Fig. 3g, h). However, compared to CD-fed 5xFAD mice, the HFD-fed 5xFAD mice displayed increased neuronal loss (subiculum, statistically significant, Fig. 1g, h; cortex layer V, trend, Supplementary Fig. 3i, j) and earlier manifestation of astrogliosis (Fig. 1i, j). Altogether, these results indicate that the HFD accelerated the onset of disease manifestations in 5xFAD mice but did not affect any of the other tested parameters in otherwise healthy age-matched WT mice.

### AD and HFD had largely independent effects on the mouse hippocampal cell fate

To closely analyze the brain’s cellular landscape, we performed single-nucleus RNA-sequencing of the hippocampus (sNuc-Seq, 10x genomics, Methods; Fig. 2a; Supplementary Fig. 4a–f, 5a–g). 

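Single-nucleus RNA sequencing isolates nuclei from frozen tissue, captures each one in a droplet and counts every captured RNA molecule once by its unique molecular identifier (UMI). Hippocampi of 28 mice were profiled, wild-type (WT) or 5xFAD, a transgenic line used as a model of Alzheimer's disease, on control diet (CD) or high-fat diet (HFD). Comparisons used the 26 mice of the paper's quantifications: 6 WT CD, 7 WT HFD, 6 5xFAD CD and 7 5xFAD HFD. Mice 636 and 640 were left out by the authors because technical artifacts prevented their assignment to a group, and they enter no group here. The authors aligned the reads with Cell Ranger to a mouse mm10 pre-mRNA reference, which counts exons and introns, removed ambient RNA with CellBender, and removed nuclei with few genes, doublets and low-quality clusters before deposit. They state that their doublet call failed for endothelial cells and oligodendrocyte precursor cells and left these out of it; no further doublet caller was run here. The deposited values are UMI counts, not normalized, for 237631 nuclei, of which 220481 belong to the mice compared, where the paper counts 219237. No nucleus had fewer than 15 detected genes. The libraries of WT CD mice held between 8317965 and 24715127 (median 14939522) UMIs, those of WT HFD mice between 8334700 and 20959911 (median 11319689), those of 5xFAD CD mice between 10173387 and 19561014 (median 12871562) and those of 5xFAD HFD mice between 7652300 and 23364048 (median 12469100). Median UMIs per nucleus ran from 610 to 1876 across WT CD mice, from 839 to 1514 across WT HFD mice, from 934 to 1416 across 5xFAD CD mice and from 733 to 1997 across 5xFAD HFD mice, so depth overlapped between the groups. The counts of every one of the 72 pairs of mice within a group differed by more than sampling noise (chi-square per degree of freedom from 15.7 to 143), so no library was counted as a repeat of another. The cell type labels of the authors were not used here; nuclei were clustered again with the Leiden algorithm on a graph of 30 neighbours, from 45 principal components of 2500 variable genes, at a resolution of 0.5. The paper gives the same components and resolution, but used the Louvain algorithm on a graph of 60 neighbours after integrating its samples, which was not done here. A cluster took a cell type's name, written as "-like" for the states, when it passed score and count thresholds on marker genes listed before the data were examined; the thresholds themselves were set after the scores had been seen. The share of each cell type was computed per mouse, so that the mouse and not the nucleus was the replicate, and groups were compared by exact two-sided permutation tests. The p-values of all 200 comparisons of shares were adjusted together by the Benjamini-Hochberg method. The smallest p such a test can give is 0.000583 for 7 mice against 7 and 0.00216 for 6 against 6.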

Briefly, we found effects of both morbidities, most prominently AD-associated alterations in microglia and astrocytes in 5xFAD mice, as previously reported^36,37^, and an HFD-associated increase in oligodendrocytes that was more prominent in WT mice (Supplementary Fig. 4f). In addition, we found a cluster of cells within the dentate gyrus (DG1) that was specifically over-represented in HFD-fed 5xFAD mice (Fig. 2b, c; Supplementary Fig. 5a). 

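Clustering gave 20858 microglia, with perivascular macrophages counted among them, 32239 astrocytes and 38048 oligodendrocytes over all mice, and left 13024 nuclei without a name. Microglia made up 3.62% ± 0.612 (SD, n = 6) of all nuclei in WT CD mice and 11.9% ± 2.56 (SD, n = 6) in 5xFAD CD mice. The difference was 8.30 percentage points (exact permutation test, p = 0.00216, adjusted p = 0.0289; all 6 5xFAD mice lay above the WT mean). On HFD the shares were 4.09% ± 0.984 (SD, n = 7) in WT and 12.2% ± 3.48 (SD, n = 7) in 5xFAD mice. The difference was 8.11 percentage points (exact permutation test, p = 0.00117), with all 7 5xFAD mice above the WT mean. Counting only nuclei with at least 500 detected genes lowered these differences, to 1.54 percentage points on CD (adjusted p = 0.144 from the exact permutation test), and most nuclei of microglia hold fewer genes than that. Over all the alternatives run the adjusted p ranged from 0.0156 to 0.221 on CD and from 0.0140 to 0.146 on HFD. Astrocytes made up 15.0% ± 3.37 (SD, n = 6) of nuclei in WT CD, 17.0% ± 2.27 (SD, n = 7) in WT HFD, 11.5% ± 1.95 (SD, n = 6) in 5xFAD CD and 11.8% ± 2.80 (SD, n = 7) in 5xFAD HFD mice. Their share was lower in 5xFAD mice by more than the spread between mice on HFD (difference -5.20 percentage points, exact permutation test, p = 0.00350, adjusted p = 0.0437) but not on CD (-3.46 percentage points, adjusted p = 0.367 by the same exact test). Shares sum to 100% in each mouse, so a higher share of microglia lowers the others. Among nuclei with at least 500 genes the astrocyte difference changed sign, to 1.46 percentage points on HFD. Oligodendrocytes made up 13.9% ± 2.75 (SD, n = 6) of nuclei in WT CD and 17.5% ± 2.79 (SD, n = 7) in WT HFD mice. The difference of 3.60 percentage points did not pass the adjustment (exact permutation test, p = 0.0443, adjusted p = 0.305; 6 of 7 HFD-fed mice lay above the CD mean). In 5xFAD mice they made up 15.2% ± 1.96 (SD, n = 6) on CD and 16.7% ± 2.51 (SD, n = 7) on HFD, a difference of 1.53 percentage points within the spread between mice (exact permutation test, p = 0.248). The diet effect in 5xFAD minus that in WT mice was -2.06 percentage points (permutation test of the interaction, p = 0.312), so a larger diet effect in WT mice was not detectable with these mice.

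**Figure D1:**
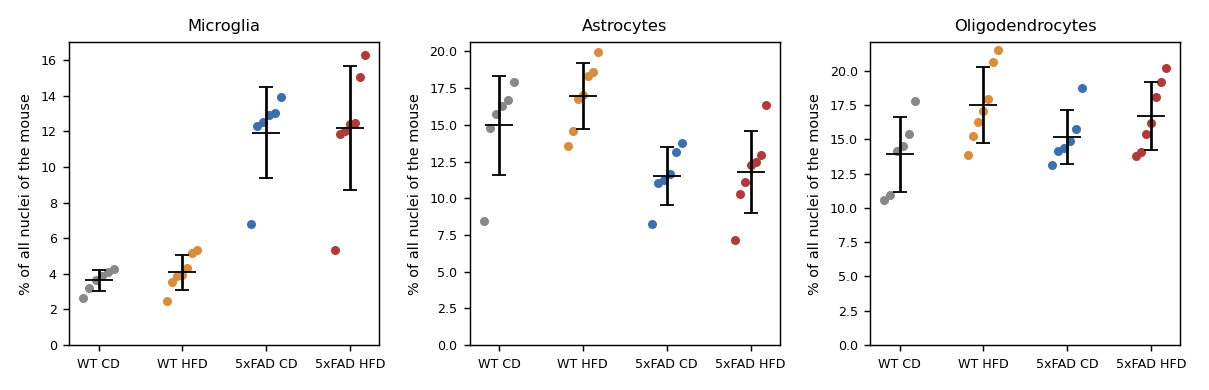
Shares of microglia, astrocytes and oligodendrocytes among all nuclei of each mouse, in percent, by group. Each point is 1 mouse, horizontal bars give the group mean and vertical bars the SD. The lowest microglia values of the 5xFAD groups, 6.81% on CD and 5.31% on HFD, belong to mice 32 and 39.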

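The dentate gyrus holds the granule neurons of the hippocampus, and 54802 nuclei were named as such. The paper's text lists no marker genes for DG1. Its Supplementary Data 1, on the gene sets enriched in DG1, was not among the sources used here. No sub-cluster found here could therefore be matched to DG1 by markers, and all 9 sub-clusters, A to I, were compared between the groups. None of the 36 comparisons of their shares passed an adjusted p of 0.05 by exact permutation tests, and 1 had an unadjusted p under 0.05. That one was sub-cluster B, led by Scn9a, Trhr and Pdzrn4 against the other granule neurons, which made up 10.3% ± 4.22 (SD, n = 7) of granule neurons in 5xFAD HFD mice and 4.41% ± 4.04 (SD, n = 7) in WT HFD mice (exact permutation test, p = 0.0256, adjusted p = 0.214). Its share in 5xFAD CD mice was 5.89% ± 5.13 (SD, n = 6) and in WT CD mice 6.31% ± 4.54 (SD, n = 6). HFD-fed minus CD-fed 5xFAD mice gave 4.40 percentage points (exact permutation test, p = 0.111, adjusted p = 0.583). The smallest p among the 18 comparisons of HFD with CD was 0.111 (exact permutation test), so a rise in HFD-fed 5xFAD mice was not detectable in any of these sub-clusters. Some sub-clusters followed single libraries: sub-cluster I held between 85.5% and 93.9% of the granule neurons of 4 mice, 1 from each group, and at most 4.98% of those of any other mouse. Sub-cluster H held 85.0% and 78.6% of those of mice 862 and 470, both 5xFAD CD. Sub-cluster B made up 0.185% and 1.25% in these mice against 3.66% to 13.7% in the other 4 of their group, so its difference between the diets in 5xFAD mice rests in part on them. In the HFD group, mouse 481 had 90.3% of its granule neurons in sub-cluster I and 1.78% in B. The other 5xFAD HFD mice had 9.19% to 13.9% in B, so mouse 481 lowers the diet difference and widens the spread.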

Gene set enrichment analysis of the differentially expressed genes in this cluster highlighted several pathways related to neuronal differentiation, integration, and growth (hypergeometric test, FDR < 0.050, Fig. 2d; Supplementary Data 1), indicative of an immature-like neuronal phenotype.

**Fig. 2:**
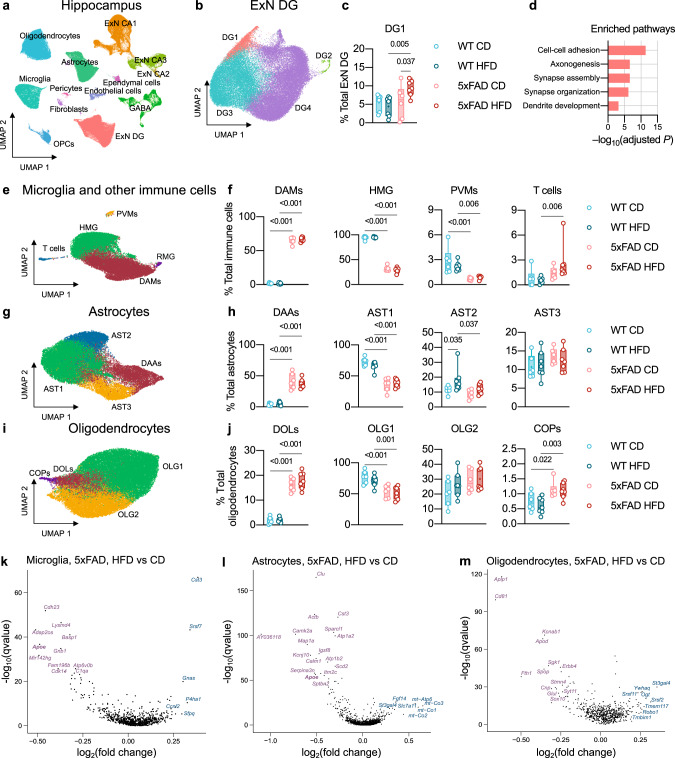
AD and HFD-related changes in the cellular landscape of the mouse hippocampus. **a** UMAP embedding of 237,631 single nuclei profiles (sNuc-Seq), colored after post hoc cell type annotation. Mice from five independent experiments, sample *n* = 28. For quantifications and statistical analyses, 219,237 nuclei were included from *n* = 26 samples: WT CD = 6, WT HFD = 7, 5xFAD CD = 6, 5xFAD HFD = 7 (Methods, *Cell fraction estimations and statistics* section). CA1–3, *cornu Ammonis* region 1–3; DG, dentate gyrus; ExN, excitatory neurons; GABA, GABAergic neurons; OPCs, oligodendrocyte precursor cells. **b**, **c** Sub-clustering analysis of the DG granule neurons (ExN DG). Sample *n*: see **a**. **b** UMAP embedding of sNuc-Seq profiles colored by cluster. **c** Changes in frequency of DG1 cluster across experimental conditions; DG2–4 clusters are shown in Supplementary Fig. 5a. **d** Pathway analysis of the genes associated with DG1 showing enrichment of pathways related to neuronal differentiation, integration, and growth (FDR-adjusted hypergeometric test *P*-value <0.050). **e**–**j** Sub-clustering analysis of the brain’s immune cells including microglia (**e**, **f**), astrocytes (**g**, **h**), and oligodendrocytes (**i**, **j**). Sample *n*: see **a**. **e**, **g**, **i** UMAP embedding of sNuc-Seq profiles colored by cluster. **f**, **h**, **j** Changes in frequency of cell types across experimental conditions. Abbreviations: AST1–3, astrocyte clusters 1–3; COPs, committed oligodendrocyte precursors; DAAs, disease-associated astrocytes; DAMs, disease-associated microglia; DOLs, disease-associated oligodendrocytes; HMG, homeostatic microglia; OLG1, 2, oligodendrocyte clusters 1, 2; PVMs, perivascular macrophages; RMG, replicating microglia. **c**, **f**, **h**, **j** Box plots represent the minimum and maximum values (whiskers), the first and third quartiles (box boundaries), the median (box internal line), and the mean (cross). Statistical analyses: two-way ANOVA followed by Fisher’s LSD post hoc test. Source data are provided as a Source Data file. **k**–**m** HFD-induced gene expression programs in microglia (**k**), astrocytes (**l**), and oligodendrocytes (**m**) in 5xFAD mice. Volcano plot representation of differentially expressed genes in HFD-fed 5xFAD mice (*n* = 7) compared to CD-fed 5xFAD controls (*n* = 6). *Apoe*, downregulated in both microglia and astrocytes, is highlighted in bold. *X*-axis: average log_2_ fold change (HFD relative to CD); *Y*-axis: FDR-adjusted MAST test *P*-value <0.010 (–log_10_).

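The immune, astrocyte and oligodendrocyte-lineage nuclei were each clustered again, with the listed marker genes of the states left out of the variable genes. The genes naming a state therefore did not themselves form its sub-cluster. Markers of precursor cells, which also name sub-clusters of the oligodendrocyte lineage, were not left out. The 21170 immune nuclei gave 9 sub-clusters, the astrocytes 12 and the oligodendrocyte lineage 9. A sub-cluster was named after the state with the highest marker score where the score was at least 0.4 and at least 3 markers were raised by a log2 difference of at least 0.25. It was set aside as mixed where markers of another cell type scored at least 1.0. These thresholds were set after the scores were seen and with the paper's shares already read; 3 versions of one naming rule and 4 score minimums were looked at. Median depth was low, 414 and 188 UMIs per nucleus in the sub-clusters named after disease-associated microglia and 310 and 274 in those named after homeostatic microglia. Replicating cells formed an immune sub-cluster of 122 nuclei led by Top2a, Lockd and Knl1, and 174 nuclei led by the interferon-response genes Mx1, Iigp1 and Ifit2 stayed unnamed. Among astrocytes, sub-clusters of 603, 575, 2032, 405 and 134 nuclei carried markers of neurons, oligodendrocytes, precursor cells or microglia and were set aside as mixed. In the oligodendrocyte lineage, 6356 and 2470 nuclei were named precursor cells, 815 nuclei were named committed precursors, and 5 sub-clusters of mature oligodendrocytes took no state's name. Of the 100 comparisons of shares between 5xFAD and WT mice, 18 had an adjusted p under 0.05 by exact permutation tests. DAA-like and COP-like nuclei are each also a numbered sub-cluster, so 2 shares are held under both and 2 of these calls repeat others. With each share adjusted once, an alternative added after the data were seen, 14 of 96 passed by the same exact permutation tests.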

Profiling of the major non-neuronal cell populations (microglia and other immune cell types, astrocytes, and oligodendrocytes) identified a range of glial cell states, including distinct states associated with AD and HFD (Fig. 2e–j). Sub-clustering analysis of microglia revealed the expected AD-associated decrease in homeostatic microglia (HMG, *Cx3cr1*^high^*P2ry12*^high^ cells) and the elevation of disease-associated microglia^36^ (DAM, *Trem2*^high^*Cd9*^high^ cells), but no further HFD-related effects on microglial sub-states and frequencies (Fig. 2e, f). 

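Nuclei of HMG-like sub-clusters made up 79.7% ± 18.2 (SD, n = 6) of immune nuclei in WT CD and 30.2% ± 7.08 (SD, n = 6) in 5xFAD CD mice. The difference was -49.5 percentage points (exact permutation test, p = 0.00216, adjusted p = 0.0289; lower than the WT mean in 6 of 6 mice). On HFD they made up 87.1% ± 5.39 (SD, n = 7) in WT and 23.1% ± 4.87 (SD, n = 7) in 5xFAD mice. The difference was -63.9 percentage points (exact permutation test, p = 0.000583, adjusted p = 0.0167; 7 of 7 mice lower). DAM-like nuclei made up 12.5% ± 15.2 (SD, n = 6) in WT CD, 7.39% ± 5.27 (SD, n = 7) in WT HFD, 64.7% ± 7.08 (SD, n = 6) in 5xFAD CD and 69.5% ± 6.90 (SD, n = 7) in 5xFAD HFD mice. Their genotype difference was 52.2 percentage points on CD and 62.1 on HFD, with the same p-values as for HMG-like nuclei and every 5xFAD mouse above the WT mean. Between HFD-fed and CD-fed 5xFAD mice the differences were -7.02 percentage points for HMG-like nuclei (exact permutation test, p = 0.0530, adjusted p = 0.352) and 4.76 for DAM-like nuclei (exact permutation test, p = 0.246), neither past the threshold. Since 5xFAD mice held more microglia, the same states were also counted among all nuclei, an alternative added after the data were seen. On that scale HMG-like nuclei made up 2.89% ± 0.782 (SD, n = 6) in WT CD, 3.52% ± 0.549 (SD, n = 6) in 5xFAD CD, 3.59% ± 0.888 (SD, n = 7) in WT HFD and 2.83% ± 0.770 (SD, n = 7) in 5xFAD HFD mice. Their genotype difference was 0.626 percentage points on CD (exact permutation test, p = 0.145) and -0.760 on HFD (exact permutation test, p = 0.115), so the lower share of immune nuclei was not a detectable loss among all nuclei. DAM-like nuclei stayed higher among all nuclei, by 7.48 and 8.52 percentage points, and passed the threshold on both diets. DAM-like sub-cluster 3 was kept by a score of 0.532 and would lose its name at a minimum of 0.7. It made up 12.0% ± 15.6 (SD, n = 6) in WT CD, 6.61% ± 5.57 (SD, n = 7) in WT HFD, 16.6% ± 5.28 (SD, n = 6) in 5xFAD CD and 21.3% ± 23.1 (SD, n = 7) in 5xFAD HFD mice. DAM-like sub-cluster 1 made up 0.537% in WT CD and 0.778% in WT HFD mice. Most DAM-like nuclei of WT mice thus lay in sub-cluster 3. Mouse 458 had the highest DAM-like share of the WT mice, 39.2%, and the lowest depth, a median of 610 UMIs per nucleus. Mice 467, 468 and 485, with medians of 1831, 1876 and 1514, had 1.77%, 1.90% and 1.60%. Mouse 479, with 935.5, had 4.16%, against that order. Whether shallow nuclei took the name was not tested. The marker genes were tested without any sub-clustering on counts summed over all microglia nuclei of a mouse, from medians of 357 nuclei in WT CD to 1080 in 5xFAD CD mice, with edgeR's quasi-likelihood test after TMM normalization and with Benjamini-Hochberg adjustment. Gene positions are those of GRCm38, looked up by symbol. Cx3cr1, on chromosome 9 from 119901616 to 120069879, had a log2 fold change in 5xFAD against WT mice of -0.72 (standard error 0.11, adjusted p = 5.13e-06) by edgeR. P2ry12, on chromosome 3 from 59216272 to 59262871, changed by -0.98 (standard error 0.17, adjusted p = 6.65e-05) on the same scale. Trem2, on chromosome 17 from 48346401 to 48354147, was higher with 1.03 (standard error 0.22, adjusted p = 0.000890), and Cd9, on chromosome 6 from 125460266 to 125494791, with 1.87 (standard error 0.34, adjusted p = 0.000140). With surrogate variables as covariates, an alternative added after the data were seen, the log2 fold changes of Cx3cr1, P2ry12 and Cd9 were -0.64, -0.48 and 1.42 and no longer passed an adjusted p of 0.010 by edgeR. Cx3cr1 did not pass it either among nuclei with at least 500 genes, at -0.46, a filter that left between 4 and 57 microglia nuclei per WT mouse. With each mouse left out in turn, the log2 fold change of Trem2 stayed between 0.93 and 1.14. All 8 listed HMG markers were lower, 7 of them past an adjusted p of 0.010 by edgeR, and all 9 of the 13 DAM markers with enough counts were higher and past it. Among the 4310 genes tested, 339 were higher and 255 lower in 5xFAD microglia past that threshold with an absolute log2 fold change above 0.25. The 5 with the smallest adjusted p included Dkk2, on chromosome 3 from 132085292 to 132180304, at 8.41 (standard error 0.35, adjusted p = 7.66e-14).

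**Figure D2:**
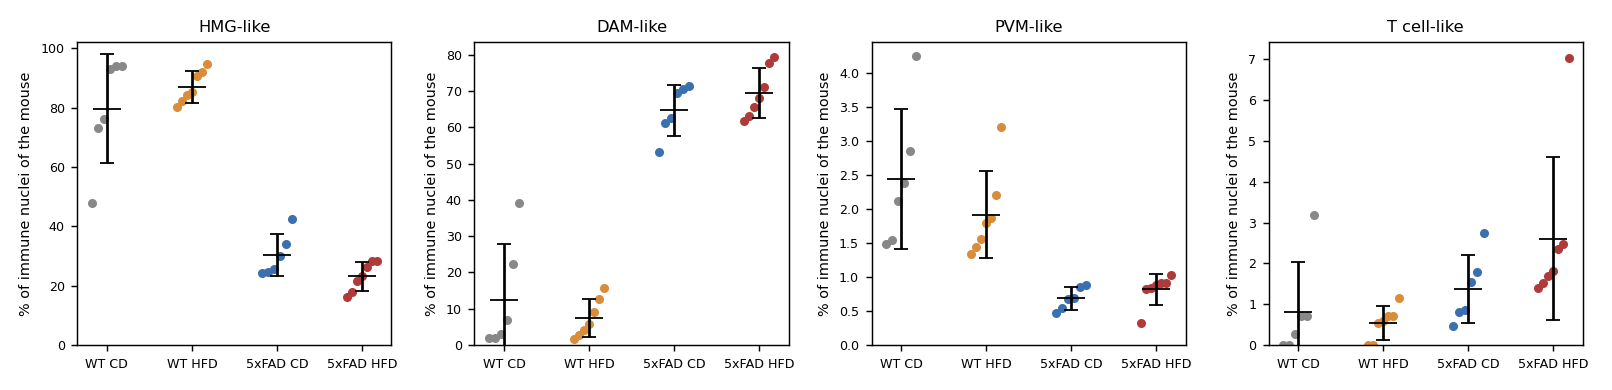
Shares of HMG-like, DAM-like, PVM-like and T cell-like nuclei among the immune nuclei of each mouse, in percent, by group. Each point is 1 mouse, horizontal bars give the mean and vertical bars the SD; every 5xFAD mouse lies below the WT mean of its diet in HMG-like and above it in DAM-like share.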

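Perivascular macrophages lie along the vessels of the brain. The PVM-like sub-cluster held 221 nuclei with a median of 328 UMIs. It made up 2.44% ± 1.03 (SD, n = 6) of immune nuclei in WT CD, 1.91% ± 0.638 (SD, n = 7) in WT HFD, 0.684% ± 0.165 (SD, n = 6) in 5xFAD CD and 0.815% ± 0.230 (SD, n = 7) in 5xFAD HFD mice. The difference between 5xFAD and WT mice was -1.75 percentage points on CD (exact permutation test, p = 0.00216, adjusted p = 0.0289; below the WT mean in 6 of 6 mice) and -1.10 on HFD (exact permutation test, p = 0.000583, adjusted p = 0.0167; 7 of 7 mice). These are shares of immune nuclei, and the number of microglia in that denominator is higher in 5xFAD mice. Counted among all nuclei, an alternative added after the data were seen, PVM-like nuclei made up 0.0862% ± 0.0279 (SD, n = 6) in WT CD, 0.0850% ± 0.0326 (SD, n = 6) in 5xFAD CD, 0.0799% ± 0.0351 (SD, n = 7) in WT HFD and 0.0984% ± 0.0338 (SD, n = 7) in 5xFAD HFD mice. The genotype difference on that scale was -0.00122 percentage points on CD (exact permutation test, p = 0.946) and 0.0185 on HFD (exact permutation test, p = 0.316), so a loss of these nuclei was not detectable. Among nuclei with at least 500 genes the differences no longer passed the threshold, with -3.12 percentage points on CD and -0.184 on HFD. That filter left between 4 and 57 microglia and macrophage nuclei per WT mouse, too few to measure so small a share. In counts summed over microglia and macrophages, Mrc1, on chromosome 2 from 14229392 to 14332057, had a log2 fold change in 5xFAD against WT mice of -1.38 (standard error 0.35, adjusted p = 0.00405) and F13a1, on chromosome 13 from 36867178 to 37050244, of -1.25 (standard error 0.30, adjusted p = 0.00249), both by edgeR's quasi-likelihood test. More microglia in the sum lower the level of such genes at an unchanged number of macrophages. Mrc1 no longer passed the threshold of 0.010 by edgeR without mouse 458 (log2 fold change -1.27), without mouse 485 (-1.10), without a filter on low counts (-1.20), with nuclei matched between the cell types of each mouse (-1.34) or with surrogate variables (-0.59). F13a1 did not pass it among nuclei with at least 500 genes (-1.50) or with surrogate variables (-1.07).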

Within the non-microglia immune cell compartment, we detected a small population of perivascular macrophages (PVMs, *Mrc1*^+^*F13a1*^+^ cells) that significantly decreased with AD (Fig. 2e, f). In addition, we found a small population of T cells (*Trbc2*^+^*Cd4*^+^ cells; differentially upregulated genes compared to all other immune cell clusters in Supplementary Data 2) that was barely detectable in WT mice, but was found in 5xFAD mice and almost doubled in HFD-fed 5xFAD relative to CD-fed 5xFAD mice (Fig. 2e, f). 

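The T cell-like sub-cluster held 293 nuclei with a median of 189 UMIs, so each mouse contributed few. Its share of immune nuclei was 0.813% ± 1.21 (SD, n = 6) in WT CD, 0.530% ± 0.412 (SD, n = 7) in WT HFD, 1.36% ± 0.833 (SD, n = 6) in 5xFAD CD and 2.61% ± 2.00 (SD, n = 7) in 5xFAD HFD mice. The difference between HFD-fed and CD-fed 5xFAD mice, 1.24 percentage points, was within the spread between mice (exact permutation test, p = 0.145, adjusted p = 0.597). Mouse 39, at 7.05%, stood apart from the other 5xFAD HFD mice, whose mean without it was 1.87%. 5xFAD mice exceeded WT mice on HFD by 2.08 percentage points (exact permutation test, p = 0.000583, adjusted p = 0.0167; 7 of 7 above the WT mean) and on CD by 0.551 (exact permutation test, p = 0.377, adjusted p = 0.842). The WT CD mean rested on mouse 69, at 3.19%, without which it was 0.337%. Among all nuclei, the T cells of the first clustering, 312 nuclei and not the sub-cluster above, made up 0.0271% ± 0.0318 (SD, n = 6), 0.0270% ± 0.0214 (SD, n = 7), 0.186% ± 0.121 (SD, n = 6) and 0.281% ± 0.0868 (SD, n = 7) in the same order of groups. On that scale the genotype difference passed the threshold on CD (0.159 percentage points, exact permutation test, p = 0.00433, adjusted p = 0.0481) and on HFD (0.254 percentage points, adjusted p = 0.0167 by the same exact test). The difference on CD did not pass once the shares held under both a name and a number were adjusted once, an alternative added after the data were seen. The diet difference in 5xFAD mice was 0.0950 percentage points (exact permutation test, p = 0.133). The T cell-like sub-cluster itself, counted among all nuclei in an alternative added after the data were seen, differed between genotypes by 0.145 percentage points on CD (exact permutation test, p = 0.00649), which did not pass the threshold, and by 0.250 on HFD (exact permutation test, p = 0.000583), which did. An immune sub-cluster of 385 nuclei with T cell markers was set aside because it also carried precursor cell and neuronal genes. It made up 4.16% ± 4.37 (SD, n = 6) in WT CD, 2.62% ± 2.32 (SD, n = 7) in WT HFD, 1.57% ± 0.618 (SD, n = 6) in 5xFAD CD and 1.95% ± 1.49 (SD, n = 7) in 5xFAD HFD mice. Named as T cells too, it would turn the genotype difference on CD to -2.04 percentage points. Trbc2, on chromosome 6 from 41546730 to 41548352, and Cd4, on chromosome 6 from 124864692 to 124888221, were among the markers that named the sub-cluster.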

In the astrocyte compartment, sub-clustering analysis revealed prominent AD-associated effects. In line with a previous report^38^, we identified two *Gfap*^low^ homeostatic states (AST1 and AST2) and two *Gfap*^high^ states, including the previously described disease-associated astrocytes^37^ (DAAs, *Serpina3n*^+^ cells; Fig. 2g, h). 

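Astrocyte nuclei of each mouse were also summed and tested without sub-clustering, over medians of 1311 nuclei in WT CD, 1379 in WT HFD, 1005 in 5xFAD CD and 986 in 5xFAD HFD mice. Gfap, on chromosome 11 from 102887336 to 102900912, had a log2 fold change in 5xFAD against WT astrocytes of 2.15 (standard error 0.24, adjusted p = 2.65e-06) by edgeR's quasi-likelihood test. Serpina3n, on chromosome 12 from 104406729 to 104414329, was higher by 5.00 (standard error 0.46, adjusted p = 1.38e-07) on the log2 scale in that test. All 9 listed DAA markers were higher, 7 of them past an adjusted p of 0.010 by edgeR. Of the 10237 genes tested, 577 were higher and 231 lower past the threshold. This count rests on the sub-clusters set aside as mixed: without their nuclei, an alternative chosen after Thy1 and Camk2a had been seen to be higher in 5xFAD astrocytes, it was 120, of which 119 were among the genes called before. A single DAA-like sub-cluster was found, of 3596 nuclei led by Myoc, Ccdc3 and Gm26776, and 2 AST1-like sub-clusters, of 6898 and 6430 nuclei; no markers were listed for AST2 or the other Gfap-high state. Sub-cluster 3, with DAA markers and markers of excitatory neurons and led by mitochondrial genes, was set aside. It made up 1.66% ± 2.65 (SD, n = 6) of astrocytes in WT CD, 1.26% ± 1.58 (SD, n = 7) in WT HFD, 13.6% ± 11.8 (SD, n = 6) in 5xFAD CD and 14.6% ± 15.8 (SD, n = 7) in 5xFAD HFD mice.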

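AST1-like nuclei made up 51.0% ± 23.9 (SD, n = 6) of astrocytes in WT CD and 28.9% ± 14.4 (SD, n = 6) in 5xFAD CD mice. The difference of -22.1 percentage points did not pass the threshold (exact permutation test, p = 0.0823, adjusted p = 0.457). Over 12 settings it ranged from -28.1 to -1.52 percentage points, with a smallest adjusted p of 0.0620 by the same test. On HFD their share was 44.0% ± 18.7 (SD, n = 7) in WT and 31.3% ± 16.3 (SD, n = 7) in 5xFAD mice. The difference was -12.7 percentage points (exact permutation test, p = 0.200, adjusted p = 0.726). The tests take no account of the sets of mice prepared together, as the paper does not name the mice of a set, so a difference within sets is not excluded. The spread within groups was wide: 1 mouse of each group had between 4.02% and 8.59% AST1-like astrocytes, while the lowest of the other mice had 18.6%. In those mice most astrocytes lay in sub-cluster 8, which stayed unnamed with an AST1 score of 0.361 and made up 16.5% ± 30.1 (SD, n = 6), 17.4% ± 25.7 (SD, n = 7), 15.3% ± 22.5 (SD, n = 6) and 19.8% ± 25.3 (SD, n = 7) of astrocytes in WT CD, WT HFD, 5xFAD CD and 5xFAD HFD mice. Sub-cluster 7, unnamed with a score of 0.195, made up 16.6% ± 10.9 (SD, n = 6), 15.6% ± 8.27 (SD, n = 7), 15.5% ± 7.95 (SD, n = 6) and 9.97% ± 5.49 (SD, n = 7) in the same order. DAA-like nuclei made up 7.82% ± 3.68 (SD, n = 6) in WT CD and 14.0% ± 2.57 (SD, n = 6) in 5xFAD CD mice. The difference was 6.14 percentage points (exact permutation test, p = 0.0130, adjusted p = 0.124). The shares on HFD were 9.47% ± 5.10 (SD, n = 7) in WT and 13.3% ± 3.74 (SD, n = 7) in 5xFAD mice, 3.80 percentage points apart (exact permutation test, p = 0.142, adjusted p = 0.597). With the mixed sub-clusters named too, a setting added after the data were seen, the DAA-like differences were 23.5 and 21.6 percentage points and passed the threshold. The paper's DAA means are 4.16%, 5.25%, 41.8% and 37.4% in WT CD, WT HFD, 5xFAD CD and 5xFAD HFD mice. Those of AST3, its other Gfap-high state, are 10.7%, 11.3%, 13.5% and 12.5%. No AST3 markers were listed, so whether the DAA-like sub-cluster holds DAAs or AST3 is open. Its tests therefore do not decide on the paper's increase in DAAs. In summed astrocyte counts, Mfge8, on chromosome 7 from 79133768 to 79149060, had a log2 fold change in 5xFAD against WT mice of -0.56 (standard error 0.24, adjusted p = 0.115) by edgeR's quasi-likelihood test, and Garem1, on chromosome 18 from 21127201 to 21300138, of -0.48 (standard error 0.10, adjusted p = 0.00246). Garem1 no longer passed the threshold of 0.010 by edgeR without the nuclei of the mixed sub-clusters (log2 fold change -0.34), among nuclei with at least 500 genes (-0.48), with nuclei matched between the cell types of each mouse (-0.44) or with surrogate variables (-0.29). All 5 listed AST1 markers were lower in 5xFAD astrocytes, 3 of them past an adjusted p of 0.010 by edgeR.

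**Figure D3:**
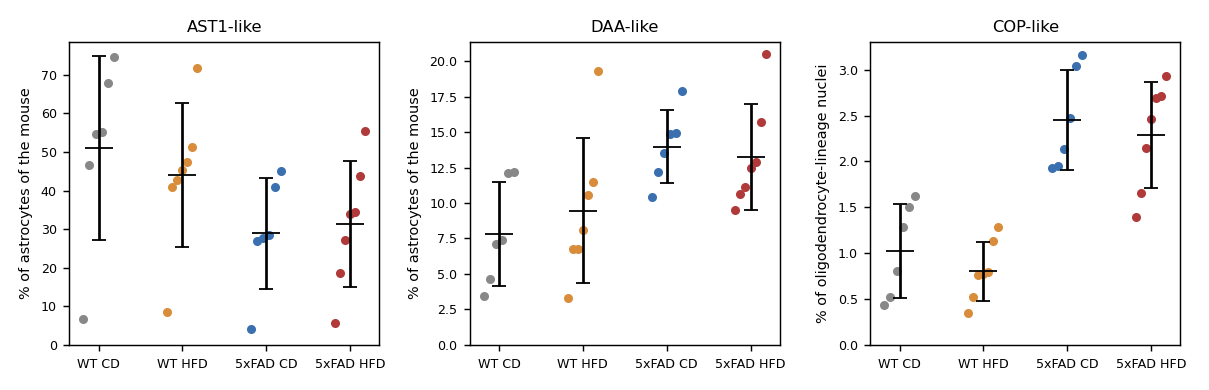
Shares of AST1-like and DAA-like nuclei among the astrocytes, and of COP-like nuclei among the oligodendrocyte-lineage nuclei, of each mouse, in percent, by group. Each point is 1 mouse, horizontal bars give the mean and vertical bars the SD. In the AST1-like panel 1 mouse of each group lies far below the others, and no COP-like mean of a 5xFAD group falls within 1 SD of a WT group.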

AST1 cells (*Mfge8*^high^*Garem1*^high^) were markedly reduced in 5xFAD mice of both diet groups, concomitantly with the increase in DAAs (Fig. 2g, h). In the oligodendrocyte compartment, we identified AD-associated alterations of distinct cell subsets, such as the decrease in *Ptgds*^high^ mature oligodendrocytes^39,40^ (OLG1) and the prominent increase in disease-associated oligodendrocytes^41,42^ (DOLs, *C4b*^+^ cells) and committed oligodendrocyte precursors (COPs; Fig. 2i, j).

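COP-like nuclei made up 1.03% ± 0.513 (SD, n = 6) of oligodendrocyte-lineage nuclei in WT CD, 0.803% ± 0.324 (SD, n = 7) in WT HFD, 2.45% ± 0.545 (SD, n = 6) in 5xFAD CD and 2.28% ± 0.577 (SD, n = 7) in 5xFAD HFD mice. The genotype difference was 1.42 percentage points on CD (exact permutation test, p = 0.00216, adjusted p = 0.0289; 6 of 6 mice above the WT mean) and 1.48 on HFD (exact permutation test, p = 0.000583, adjusted p = 0.0167; 7 of 7). No sub-cluster met the rule for OLG1 or DOL, so mature oligodendrocytes were compared by sub-cluster number. Of these 18 comparisons between genotypes over all 9 sub-clusters, only the 2 of the COP-like sub-cluster passed an adjusted p of 0.05 by exact permutation tests. In counts summed over the oligodendrocytes of each mouse, from medians of 1242 nuclei in WT CD to 1493 in 5xFAD HFD mice, 32 of 6401 genes passed the threshold in 5xFAD against WT mice by edgeR's quasi-likelihood test, all of them higher. C4b, on chromosome 17 from 34728380 to 34743882, had a log2 fold change of 2.17 (standard error 0.20, adjusted p = 1.80e-07) and was past the threshold with every mouse left out in turn, between 2.07 and 2.28. C4b is a near-identical paralog of C4a, and the authors' counting could split or drop reads the pair shares, so its level is uncertain. In the same test Serpina3n changed by 4.48 (standard error 0.81, adjusted p = 0.00247) in oligodendrocytes. Ptgds, on chromosome 2 from 25466709 to 25470046, changed by 0.23 (standard error 0.32, adjusted p = 1.000), within the spread between mice. Of the 6 listed OLG1 markers, 5 had enough counts, 3 were higher and 2 lower and none passed the threshold by edgeR, while the 4 testable DOL markers of 7 were all higher and 2 passed it.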

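Differential expression between HFD-fed and CD-fed 5xFAD mice was tested on counts summed per mouse and cell type, 7 mice against 6, with edgeR's quasi-likelihood test, where the paper tested single nuclei with MAST and with batch and sex as covariates. Batch is not given for the mice. Sex is given only through the paper's metabolite profiling, done on males, which lists mice 32, 39, 44 and 69. Xist, whose level differs between the sexes, was a covariate in an alternative only. A gene was called at a Benjamini-Hochberg adjusted p under 0.010 and an absolute log2 fold change above 0.25. The summed counts of a mouse ran from 94468 to 692742 UMIs for microglia, from 526587 to 2078249 for astrocytes and from 240052 to 1136550 for oligodendrocytes. The test was tried on counts simulated from the same means, spreads and library sizes with 200 genes changed. Changes of 1 on the log2 scale were called for 39% of the changed genes in microglia, 23% in astrocytes and 24% in oligodendrocytes, and changes of 2 for 72%, 77% and 64%. Changes smaller than 1 would mostly be missed at these depths and numbers of mice.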

We next tested the differentially expressed genes (DEGs) across all cell types between HFD-fed and CD-fed 5xFAD mice (Fig. 2k–m). 

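In astrocytes, 9809 genes were tested between HFD-fed and CD-fed 5xFAD mice, 197 had an unadjusted p under 0.05 and 0 were called by edgeR's quasi-likelihood test, where DESeq2 called 1. That gene was Ddx24, at a log2 fold change of -0.99 (standard error 0.19, adjusted p = 0.00212 by DESeq2), named here after its value was seen. In microglia, 5882 genes were tested, 104 had an unadjusted p under 0.05 and 0 were called by edgeR, as by DESeq2 (0). For oligodendrocytes the numbers were 5869 genes tested, 68 with an unadjusted p under 0.05 and 0 called by edgeR, with 0 called by DESeq2. As a share of the genes tested, those with an unadjusted p under 0.05 stayed below the 5% that chance gives in each of the cell types. The edgeR test leaves out batch and sex, so a shortage of small p-values does not show that diet changed no genes. With 0 genes called by edgeR, an order of the cell types by strength of response to HFD was not detectable from counts summed per mouse.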

The strongest response was found in astrocytes (Fig. 2l); microglia and oligodendrocytes also showed a differential transcriptional response to HFD, albeit comparably lower DEGs (Fig. 2k, m). Notably, both microglia and astrocytes of HFD-fed 5xFAD mice displayed reduced expression of *Apoe*, encoding apolipoprotein E (APOE; Fig. 2k, l, bold). 

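Apoe lies on chromosome 7 from 19696109 to 19699188 of GRCm38. Its level in microglia, in CPM after TMM normalization, was 818 ± 525 (SD, n = 6) in 5xFAD CD and 531 ± 535 (SD, n = 7) in 5xFAD HFD mice. The log2 fold change of HFD against CD was -0.61 (standard error 0.69, adjusted p = 1.000 by edgeR), lower on HFD but within the spread between mice. Adjusted over the list alone, the 17 genes the paper names that could be tested in microglia, its p was 0.753 by edgeR. The paper chose these genes on the same mice, so this is not independent evidence. In astrocytes the level was 10498 ± 9306 (SD, n = 6) CPM in 5xFAD CD and 6529 ± 4626 (SD, n = 7) CPM in 5xFAD HFD mice, a log2 fold change of -0.71 (standard error 0.62, adjusted p = 1.000 by edgeR). Adjusted over the list alone of 22 genes, its p was 0.482 by edgeR. With each mouse left out in turn the log2 fold change stayed negative, between -1.18 and -0.33 in microglia and between -1.01 and -0.17 in astrocytes, where the smallest change was that without mouse 470 of the CD group. In WT mice, Apoe in microglia was 97.1 ± 159 (SD, n = 6) CPM on CD and 70.3 ± 77.0 (SD, n = 7) CPM on HFD. The WT CD mean rests largely on mouse 458. Without TMM normalization that mouse had 463 CPM, and the other WT CD mice had 0 to 101 CPM.

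**Figure D4:**
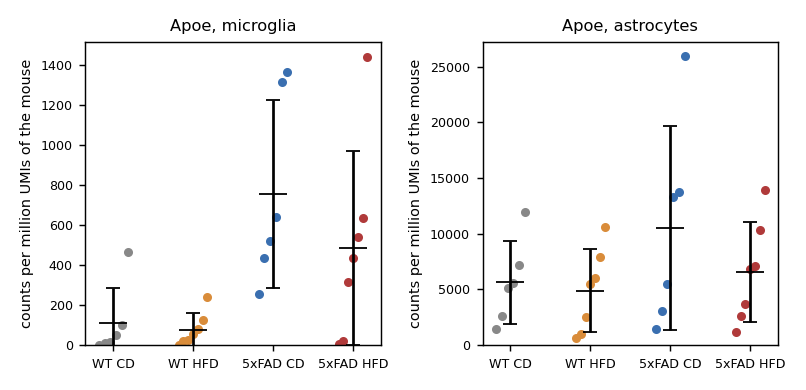
Apoe in microglia and in astrocytes of each mouse, in CPM of the cell type without TMM normalization, by group. Each point is 1 mouse, horizontal bars give the mean and vertical bars the SD. In microglia the 5xFAD CD mice span 257 to 1367 and the 5xFAD HFD mice 3.01 to 1439.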

In humans, APOE is involved in the clearance of amyloid β and other protein aggregates, and its variant APOE4, which is less efficient in clearing amyloid β, is the major genetic risk factor for AD^43,44^. While the observed transcriptional response of neuronal and glial cells might contribute to comorbidity, the overall HFD effect on the cellular landscape of the hippocampus did not seem to be robust to the extent that it could explain the accelerated disease progression in HFD-fed 5xFAD mice, which prompted us to search for a possible HFD-induced effect outside the brain.

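Across the hippocampus, 100 shares of cell types, states and numbered sub-clusters were compared between HFD-fed and CD-fed mice, 50 in each genotype. None passed an adjusted p of 0.05 by exact permutation tests, 4 had an unadjusted p under 0.05, and the smallest adjusted p was 0.224. All of those 4 were among the 26 comparisons of cell types, and 3 of them were in WT and 1 in 5xFAD mice. A diet effect that differed between the genotypes was tested for 50 shares by permutation, with a smallest p of 0.0728. In WT mice, edgeR's quasi-likelihood test called 0 genes in microglia, 0 in astrocytes and 0 in oligodendrocytes between the diets, with 54, 221 and 135 genes at an unadjusted p under 0.05 out of 2336, 7988 and 5004 tested, and DESeq2 called 0, 0 and 0. In data simulated for these comparisons, 78%, 80% and 71% of genes changed by 2 on the log2 scale were called. Diet effects on single genes that differed between the genotypes were called for 0 genes in each cell type by edgeR, with unadjusted p under 0.05 for 121, 289 and 115 genes. The paper proposes that the response to HFD in the hippocampus might add to the disease, but that it did not seem strong enough overall to account for the faster course, and turns to effects outside the brain.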

### HFD induced immune exhaustion in 5xFAD mice

To test our working hypothesis that HFD-induced obesity might accelerate disease manifestations via imposing systemic immune deregulation, we first analyzed the circulating immune cell landscape by mass cytometry (CyTOF), and found that the major effect was a trend of an increase of CD4^+^ T cells in the HFD-fed group in both WT and 5xFAD mice (Supplementary Fig. 6a–c). In subsequent experiments, we focused on the lymphocyte compartment in the spleen. Of note, deregulation within the splenic CD4^+^ T-cell compartment in mice was previously linked to aging^45–47^ and neurodegeneration^20,48^. Thus, we analyzed freshly isolated splenocytes from mice culled after 28 weeks of diet by flow cytometry (Supplementary Fig. 7a). While CD4^–^ T cells were unaffected (Supplementary Fig. 7b–d), we found shrinkage of the naive CD4^+^ T-cell population (Fig. 3a) and expansion of CD4^+^ T effector memory cells (TEMs; Fig. 3b) and CD4^+^FOXP3^+^ regulatory T cells (Tregs; Fig. 3c), all features associated with immune aging in mice^45–47^. Based on these findings, we used mass cytometry (CyTOF) to investigate more closely the profile of the CD4^+^ T-cell compartment, using mouse splenocytes that were cryopreserved at the end of the NOR follow-up (Supplementary Fig. 8a–c). Sub-clustering analysis of the CD4^+^CD44^high^ TEM population identified 6 distinct clusters (Fig. 3d–f; Supplementary Fig. 9a). HFD-fed 5xFAD mice displayed the highest frequencies of exhausted TEMs (Cluster 6), characterized by increased expression of exhaustion markers, including the inhibitory immune checkpoint receptors PD-1, TIGIT and LAG-3 and the transcription factors TOX and EOMES, and reduced expression of tested cytokines^16–18^ (Fig. 3e, f). Furthermore, analysis of the expression of the same exhaustion markers over the entire CD4^+^ TEM compartment revealed their specific increase in HFD-fed 5xFAD mice (Supplementary Fig. 9b). Overall, the systemic immune system of 5xFAD mice showed augmented susceptibility to the HFD-induced challenges relative to age-matched WT mice, which resulted in increased splenic frequency of immune-suppressive Tregs and exhausted TEMs.

**Fig. 3:**
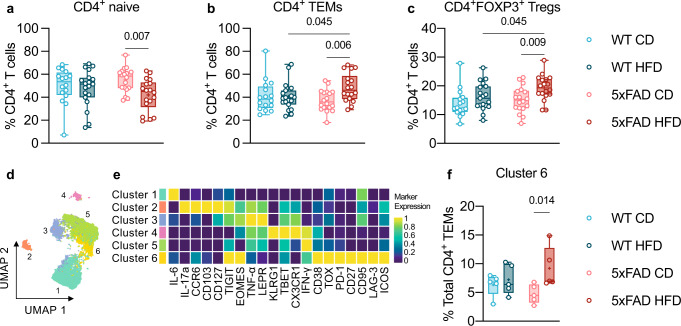
Splenic CD4^+^ T-cell rearrangements in HFD-fed 5xFAD mice. **a**–**c** CD4^+^ T-cell immune deviations in HFD-fed 5xFAD mice. Flow cytometric quantification of splenic frequencies of CD4^+^ naive T cells (CD44^low^CD62L^high^; **a**), CD4^+^ TEMs (CD44^high^CD62L^low^; **b**), and CD4^+^FOXP3^+^ Tregs (**c**). Mice from two independent experiments, sample *n*: WT CD = 16, WT HFD = 19, 5xFAD CD = 18, 5xFAD HFD = 18. Statistical analyses: two-way ANOVA followed by Fisher’s LSD post hoc test. **d**–**f** Characterization of the CD4^+^ TEM compartment by mass cytometry. Cryopreserved splenocytes from mice evaluated for both cognition (NOR test; Fig. 1c) and systemic immune phenotype (Fig. 3a–c) were used for CyTOF analysis of the CD4^+^ TEM compartment, sample *n*: WT CD = 5, WT HFD = 5, 5xFAD CD = 5, 5xFAD HFD = 5. **d** UMAP embedding of CD4^+^ TEM cell clusters (2000 cells, randomly selected from each animal). FlowSOM-based immune cell populations are overlaid as a color dimension. **e** Mean population expression levels of markers used for UMAP visualization and FlowSOM clustering of CD4^+^ TEMs. **f** Increased frequency of exhausted TEMs in HFD-fed 5xFAD mice. Sub-clustering analysis of the CD4^+^ TEM compartment identified six clusters; Cluster 6 only is shown here, Clusters 1 to 5 are shown in Supplementary Fig. 9a. Statistical analyses: two-way ANOVA followed by Fisher’s LSD post hoc test. **a**–**c**, **f** Box plots represent the minimum and maximum values (whiskers), the first and third quartiles (box boundaries), the median (box internal line), and the mean (cross). Source data are provided as a Source Data file.

### Plasma *N*-acetylneuraminic acid linked recognition-memory impairment and elevation of splenic Tregs in mice

We hypothesized that diet-induced metabolites might be responsible for the specific effect of HFD on the immune system of 5xFAD mice. To address this question, we carried out plasma metabolite profiling collected from the mice that were evaluated for both NOR and systemic immune phenotype. We identified a total of 229 metabolites (Supplementary Data 3). For each of these metabolites, a Cell Means Model was used to single out the metabolites that most closely associated with each experimental condition (WT:CD, WT:HFD, 5xFAD:CD, and 5xFAD:HFD; Methods). We identified 46 metabolites with significant differential levels between conditions (one-way *omnibus* ANOVA test *P*-value <0.050; Fig. 4a). Of these 46 metabolites, 22 were significant (*P*-value <0.050; Fig. 4a, asterisks) for the 5xFAD:HFD condition, and were further tested for potential association with the NOR discrimination index and the levels of Tregs in the spleen (Fig. 4b), a parameter previously found to associate with disease severity in mouse models of AD^20,48^. Of these 22 metabolites, free *N*-acetylneuraminic acid (NANA; Supplementary Fig. 10a, b), the predominant form of sialic acid in mammals^49^, was not only specifically elevated in the blood of HFD-fed 5xFAD mice (among other metabolites, Fig. 4a; Supplementary Fig. 10c), but it also showed the highest correlation with worsening NOR capability and with increased splenic Tregs frequency (Fig. 4b–d). Using liquid chromatography with tandem mass spectrometry to assess potential changes of free NANA levels in the hippocampus, we found no differences across groups (Supplementary Fig. 10d, e). Validation on a larger number of plasma samples, which included samples from the same animals used for metabolite profiling, confirmed that circulating free NANA was specifically elevated in HFD-fed 5xFAD mice (Fig. 4e). Using this larger cohort of samples, we found that the correlation between NANA levels and NOR discrimination index (Supplementary Fig. 10f) and between NANA levels and splenic Tregs frequency (Supplementary Fig. 10g) confirmed our findings from metabolite profiling. Based on these results, we further focused on NANA as the metabolite potentially driving the accelerated disease manifestations in HFD-fed 5xFAD mice.

**Fig. 4:**
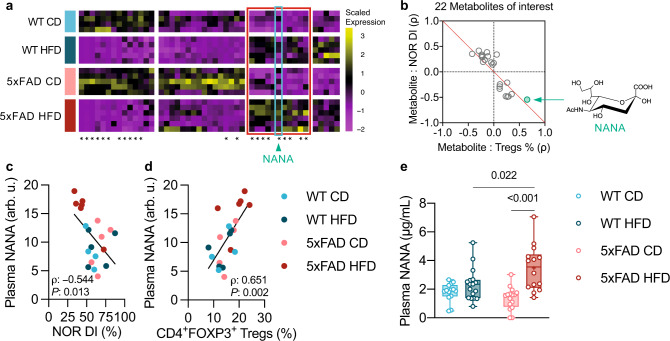
High plasma levels of free NANA in HFD-fed 5xFAD mice. **a**–**d** Metabolite profiling of plasma samples collected from some of the male mice that were evaluated for both cognition (NOR test; Fig. 1c) and systemic immune phenotype (Fig. 3a–c), sample *n*: WT CD = 4, WT HFD = 5, 5xFAD CD = 5, 5xFAD HFD = 6. **a** Heatmap representation of the plasma metabolites whose linear regression models had unadjusted one-way *omnibus* ANOVA test *P*-value <0.050 (46 out of 229 total identified metabolites). Each column represents one metabolite and each row one sample (mouse). Asterisks indicate the metabolites of interest (22 in total; Methods). The red box highlights the block of metabolites whose overall levels trended highest in HFD-fed 5xFAD mice, which include *N*-acetylneuraminic acid (NANA; cyan box and green arrowhead). Complete list of identified metabolites, regression coefficients, and exact *P*-values is provided in Supplementary Data 3, “cell means model” tab. **b**, ρ-ρ plot (Methods). The red diagonal discriminates between metabolites associated with high NOR discrimination index (DI) and low splenic Tregs abundance (% out of total CD4^+^ T cells; quadrant II) and metabolites associated with low NOR DI and high splenic Tregs % (quadrant IV). The position of NANA (inset) is indicated by the green arrow. **c**, **d** Simple linear regression (black line) and Spearman’s rank correlation (ρ coefficient, two-tailed *P*-value) between NANA levels, as quantified after plasma metabolite profiling, and NOR discrimination index (DI; **c**) and splenic Tregs abundance (**d**); arb. u., arbitrary unit (normalized peak area/100,000). **e** Quantification of plasma NANA using a fluorometric assay of both female and male mice that were evaluated for both cognition (NOR test; Fig. 1c) and systemic immune phenotype (Fig. 3a–c), also including the same animals described in (**a**–**d)**, sample *n*: WT CD = 14, WT HFD = 17, 5xFAD CD = 16, 5xFAD HFD = 14. Statistical analyses: two-way ANOVA followed by Fisher’s LSD post hoc test. Box plots represent the minimum and maximum values (whiskers), the first and third quartiles (box boundaries), the median (box internal line), and the mean (cross). **b**–**e** Source data are provided as a Source Data file.

### Visceral fat is a potential source of NANA in HFD-fed 5xFAD mice

To identify a putative source of NANA, we studied the cellular landscape of the most likely target organ of the HFD in the periphery: the visceral adipose tissue (VAT). To this end, we analyzed the fate of the gonadal VAT by sNuc-Seq (10x genomics, Methods; Supplementary Fig. 11a–e, 12a–i). The most prominent effect among the four experimental groups was the obesity-driven expansion of macrophages, similarly in both genotype groups (Supplementary Fig. 11a–e; Fig. 5a, b). In particular, sub-clustering analysis revealed a macrophage population (MAC3) that selectively expanded with HFD, characterized by the simultaneous expression of *Trem2* and several additional markers consistent with the previously described lipid-associated macrophages^50^ (LAMs; Supplementary Fig. 12g, h). In contrast, AD alone hardly showed discernible effects.

**Fig. 5:**
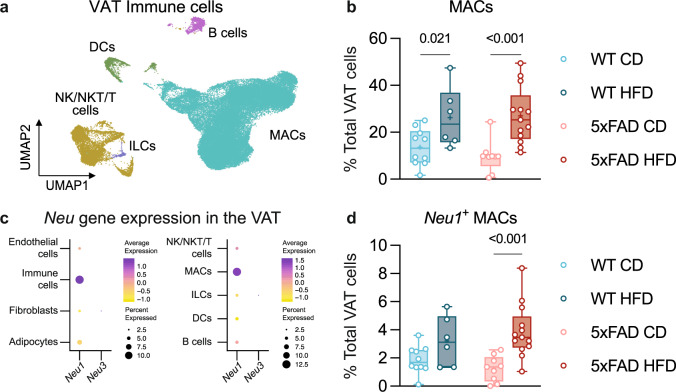
*Neu1-*expressing macrophages in the mouse visceral adipose tissue are a potential source of NANA. **a** Cellular landscape of the mouse visceral adipose tissue (VAT) immune cells across all genotype and diet conditions. UMAP embedding of single nuclei profiles (sNuc-Seq), colored after post hoc cell type annotation. Mice from three independent experiments, sample *n*: WT CD = 10, WT HFD = 6, 5xFAD CD = 9, 5xFAD HFD = 13. **b** HFD increased the frequency of VAT macrophages (MACs). Changes in frequency of the other VAT immune cell types are shown in Supplementary Fig. 11e. Annotations are as in Supplementary Fig. 11d, e. Sample *n*: see **a**. **c** Dot plots featuring the expression of sialidase *Neu* genes (color scale) and the percentage of cells expressing them (dot size) in the overall VAT (left) and VAT immune compartment (right). Of the four mammalian *Neu* genes, only *Neu1* and *Neu3* transcripts were detected. **d** HFD increased the frequency of *Neu1*-expressing macrophages in the VAT. Sample *n*: see (**a**). **b**, **d** Statistical analyses: two-way ANOVA followed by Fisher’s LSD post hoc test. Box plots represent the minimum and maximum values (whiskers), the first and third quartiles (box boundaries), the median (box internal line), and the mean (cross). Source data are provided as a Source Data file.

Given the HFD-induced expansion of macrophages in the VAT, we evaluated the expression profiles of the four neuraminidase *Neu* genes^51^, encoding enzymes known to generate NANA. We found that *Neu1* was most abundantly expressed by immune cells, and preferentially by macrophages; in contrast, *Neu3* was hardly detectable, whereas *Neu2* and *Neu4* were below detection level (Fig. 5c). In obese mice, the majority of *Neu1*^+^ macrophages were MAC3/LAMs (Supplementary Fig. 12i), suggesting that neuraminidase activity might be an important component in the macrophage response associated with disrupted lipid homeostasis^50^. Remarkably, *Neu1*-expressing macrophages were particularly increased in HFD-fed 5xFAD mice (average 3.1-fold relative to CD-fed 5xFAD mice) compared to HFD-fed WT mice (average 1.7-fold relative to CD-fed WT mice; Fig. 5d). Taken together, these findings suggest that the increased proportion of *Neu1*-expressing macrophages in the VAT combined with the increase of adiposity might account, at least in part, for the specific elevation of circulating NANA levels in HFD-fed 5xFAD mice.

### NANA drove T-cell deregulation in vitro and in vivo and accelerated recognition-memory impairment in 5xFAD mice

Since the major HFD-related changes in 5xFAD mice were in the CD4^+^ T-cell compartment, we tested if NANA alone could recapitulate this effect, and if so whether it would also lead to an effect on NOR performance. To test the effect of NANA on T cells, we evaluated T-cell proliferation in both mouse splenic T cells (Supplementary Fig. 13a) and peripheral-blood human T cells (Fig. 6a), cultured in vitro in the presence or absence of NANA. In both mice (Supplementary Fig. 13b–g) and humans (Fig. 6b, c; Supplementary Fig. 14a–e), NANA suppressed the proliferation of CD4^+^, but not CD8^+^ T cells. In addition, NANA induced elevated levels of PD-1 expression in human CD4^+^ T cells (Fig. 6d, e). To gain mechanistic insight into the transcriptional programs linking NANA to immune deregulation, we performed bulk RNA-sequencing of the same human T-cell cultures (Supplementary Fig. 14f). We found that NANA significantly upregulated 258 genes and downregulated 484 genes (DESeq2, FDR < 0.050; Methods; Fig. 6f; Supplementary Data 4). Upregulated gene set enrichment analysis highlighted several pathways associated with T-cell activity, such as *clathrin-dependent endocytosis*, *T-cell activation*, and *T-cell differentiation* (hypergeometric test, FDR < 0.050, Fig. 6g; Supplementary Data 5). Consistent with the results from T-cell proliferation assays, the top-downregulated pathways were found to be related to cell proliferation (Fig. 6g; Supplementary Data 5). Moreover, we found prominent suppression of genes involved in cell metabolic and bioenergetic pathways, and specifically *NAD metabolic process*, *biosynthesis of amino acids*, and *glycolysis/gluconeogenesis* (Fig. 6g; Supplementary Data 5), thus suggesting that NANA impacts T-cell function, at least in part, via disrupted cell metabolism.

**Fig. 6:**
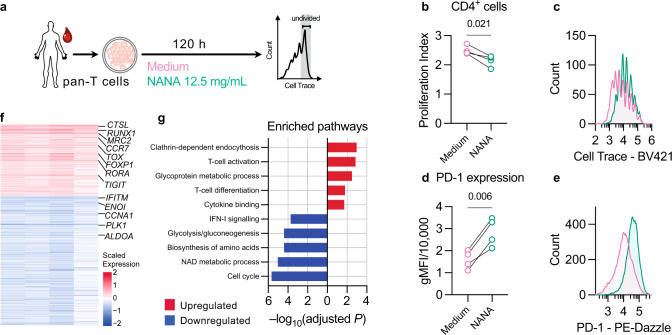
NANA induced human T-cell exhaustion in vitro. **a**–**e** Effect of NANA on human T cells from peripheral blood cultured in vitro. **a** Schematic presentation of treatment regimen. **b**–**e** Assessment of proliferative ability (**b**, **c**) and PD-1 geometric mean fluorescence intensity (gMFI; **d**, **e**) in human CD4^+^ T cells. The shown experiment is one of three independent experiments where different NANA concentrations were tested (Methods, *Data reporting* section). Sample *n* = 4 individuals. From each individual, one aliquot of T cells was treated with NANA, and one with medium as control. Statistical analyses: paired two-tailed Student’s *t* test. **b**, **d** Black lines connect paired points. **c**, **e** Histograms of representative samples. **f**, **g** Bulk RNA-Seq of the same human T-cell cultures in (**a**–**e**). **f** Heatmap showing significantly (FDR-adjusted DESeq2 *P*-value <0.050) upregulated (red) and downregulated genes (blue). Each column represents one individual and each row one gene. For each individual, gene expression values are expressed as log-transformed fold-changes (NANA versus medium control). **g** Bar plot showing significantly (FDR-adjusted hypergeometric test *P*-value <0.050) upregulated (red) and downregulated (blue) pathways. **b**–**e**, **g** Source data are provided as a Source Data file.

To determine whether the increased levels of circulating NANA could contribute to immune rearrangements, we first tested the effects of NANA on the immune system in WT animals. To this end, we used both WT young-adult (6.5-9 mo) and middle-aged (11-14 mo) mice and treated them with repeated administrations of NANA, and subsequently analyzed their splenic T-cell compartment by flow cytometry one day after the last injection (Fig. 7a–c; Supplementary Fig. 15a). In young-adult mice, we did not observe any effect of NANA (CD4^+^ T cells, Fig. 7b; CD8^+^ T cells, Supplementary Fig. 15b). In contrast, treatment of middle-aged mice with NANA substantially recapitulated the CD4^+^ T-cell rearrangements observed in HFD-fed 5xFAD mice (Fig. 7c), whereas the effect on CD8^+^ T cells was marginal (Supplementary Fig. 15c). Therefore, it appears that NANA induced immune rearrangements in mice that are relatively susceptible to stress factors, as is the case with middle age and neurodegeneration^52^.

**Fig. 7:**
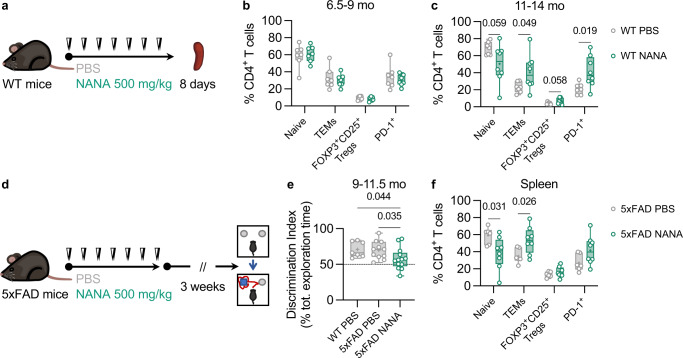
NANA administration induced CD4^+^ T-cell deregulation in vivo and accelerated cognitive decline in 5xFAD mice. **a**–**c** Effect of NANA administration on the spleen immune profile of WT mice. **a** Schematic presentation of treatment regimen. NANA or PBS control was subcutaneously injected twice a day, once in the morning (white arrowheads) and once in the evening (black arrowheads), for 7 consecutive days. **b**, **c** Flow cytometric quantification of splenic frequencies of CD4^+^ naive T cells (CD44^low^CD62L^high^), CD4^+^ TEMs (CD44^high^CD62L^low^), CD4^+^FOXP3^+^CD25^+^ Tregs, and CD4^+^PD1^+^ T cells in young-adult (**b**) and middle-aged mice (**c**). For both (**b**) and (**c**), data from two independent experiments, sample *n*: **b**, PBS = 7, NANA = 7; **c**, PBS = 7, NANA = 8. Statistical analyses: **b**, multiple two-tailed unpaired Student’s *t* tests; **c**, multiple two-tailed unpaired Student’s *t* tests with Welch’s correction (Methods, *Statistical analyses* section). **d**–**f** Effect of NANA on novelty discrimination and CD4^+^ T-cell profile in 5xFAD female mice. **d** Schematic presentation of treatment regimen. 5xFAD female mice were treated with NANA or PBS control as in (**a**); PBS-injected age-matched WT female controls were also included. Three weeks after the last injection, novelty discrimination was assessed using the NOR test. **e** Results of the NOR test. Data from three independent cohorts, age at cognitive assessment: 9, 10, and 11.5 mo, sample *n*: WT PBS = 7, 5xFAD PBS = 11, 5xFAD NANA = 13. Statistical analyses: one-way ANOVA followed by Fisher’s LSD post hoc test. **f** Spleen CD4^+^ T-cell profile. Data from two of the three cohorts described in (**e**), age at cognitive assessment: 9 and 11.5 mo, sample *n*: 5xFAD PBS = 6, 5xFAD NANA = 8. Statistical analyses: multiple two-tailed unpaired Student’s *t* tests. **b**, **c**, **e**, **f** Box plots represent the minimum and maximum values (whiskers), the first and third quartiles (box boundaries), the median (box internal line), and the mean (cross). Source data are provided as a Source Data file.

The effect of NANA administration on the immune system of middle-aged WT mice encouraged us to test whether administration of NANA to 5xFAD mice would lead to an effect of HFD on NOR performance (Fig. 7d). Using the NOR test 3 weeks after one week of repeated injections of NANA, we found loss of recognition memory at the time when the age-matched PBS-injected 5xFAD control mice hardly showed any impairment as compared to the age-matched PBS-injected WT mice (Fig. 7e; Supplementary Fig. 16a–c). Right after behavior assessment we euthanized the mice and analyzed the fate of their splenic CD4^+^ T-cell profile (Supplementary Fig. 16d). We found a significant reduction in naive cells and a significant elevation of TEMs in NANA-injected 5xFAD mice relative to PBS-injected 5xFAD controls (Fig. 7f). In one of the mouse cohorts, we also analyzed the profile of CD4^+^ T cells in the blood and found a stronger effect than in the spleen of the same mice, including a significant increase in circulating FOXP3^+^CD25^+^ Tregs and PD-1^+^ cells (Supplementary Fig. 16e). Of note, whereas the analyses in the WT mice described above were performed one day after the last NANA injection (Fig. 7a), here, in the 5xFAD mice, the immune profiling was performed 3-4 weeks after the last NANA injection (Fig. 7d). In conclusion, NANA administration could affect CD4^+^ T cells in vivo under conditions of reduced resilience, causing aging-like rearrangements compatible with terminal differentiation, immune-suppression, and metabolic dysfunction, and accelerating deterioration of novelty discrimination capability in neurodegeneration-prone animals.

## Discussion

In the present study, we found that a long-term obesogenic diet regimen accelerated disease manifestations in 5xFAD mice, with no effect on age-matched WT mice. We further show that the primary disease effect on the brain and adipose tissue were due to the neurodegenerative process and the diet, respectively. The comorbidity effect in HFD-fed 5xFAD mice was functionally linked to quantitative and qualitative changes in splenic CD4^+^ T cells and elevation of plasma levels of free NANA. In vitro, NANA was found to induce CD4^+^ T-cell deregulation, which was confirmed in independent in vivo experiments performed in mice with relatively low-resilience conditions (5xFAD mice and middle-aged WT mice), but not in young-adult WT mice.

There are several studies supporting the contention that conditions that dampen systemic immunity contribute to the accelerated progression of neurodegenerative diseases. Studies using immune-compromised mice have demonstrated that CD4^+^ T cells are specifically involved in multiple aspects of brain function, including microglia maturation^53^, adult hippocampal neurogenesis^10^, spatial navigation^54^, and emotional behavior^55^. Here we found reduced naive cells and increased TEMs and FOXP3^+^ Tregs in the splenic CD4^+^ T-cell compartment of HFD-fed 5xFAD mice. These changes mirror those occurring with immune aging in mice and humans^45–47,56^. Furthermore, we found increased proportions of exhausted CD4^+^ TEMs. Overall, our results are in line with studies on peripheral blood from human AD patients showing reduced CD4^+^ naive T cells and increased CD4^+^ TEMs^57,58^, and with the recent report of AD-associated increased PD-L1 expression in several circulating T effector-cell subsets, including CD4^+^ cells^59^. Findings on the proportions or the immune-suppressive capacity of circulating CD4^+^ Tregs in human AD patients are contradictory, with studies reporting increase, decrease, or no change^58,60–66^. Studies in AD mouse models demonstrated that homing of CD4^+^ Tregs to the brain is associated with disease amelioration^20,67^. However, the contribution of Tregs to withstanding chronic neurodegeneration might depend on their location (i.e. whether they are in the brain or in the periphery) and disease stage. This could explain the apparent contradiction of independent studies in AD mouse models showing, on the one hand, that early and repeated depletion of Tregs is detrimental^68,69^, whereas on the other hand, late and transient depletion promotes their homing into the brain and disease amelioration^20^. It is therefore conceivable that the increase of CD4^+^ Tregs in HFD-fed 5xFAD mice might initially reflect the attempt to restrain peripheral inflammation due to the concomitant expansion of T effector cells^55,66^. However, in the long term, persistently high levels of CD4^+^ Tregs in the periphery might interfere with the brain’s ability to recruit reparatory immune cells, such as bone marrow-derived myeloid cells as well as Tregs^7,20,67,70–73^.

Upon metabolite profiling, we identified free NANA as the diet-associated metabolite in the circulation that displayed the strongest association with both the decline of recognition memory and the elevation of splenic Tregs levels in HFD-fed 5xFAD mice. Since we did not test non-polar metabolites, we cannot rule out the possibility that additional HFD-related metabolites may have effects on disease manifestations. Our data suggest that neuraminidase *Neu1*-expressing macrophages in the VAT may be a putative source of NANA in obesity. Our findings are in line with previous reports of increased NEU1 enzymatic activity in the VAT of two strains of obese mice^74^ and attenuated weight gain and VAT inflammation in mice with diet-induced obesity treated with a pan-neuraminidase inhibitor^75^. *Neu1* expression is required during monocyte-to-macrophage differentiation and for macrophage activation and phagocytosis^76–78^. Therefore, accumulation of *Neu1*-expressing VAT macrophages in obesity may contribute to chronic local inflammation, which may in turn negatively affect systemic immunity. Although we cannot rule out the possibility that NANA had direct effects on the brain, for example via microglia or astrocytes, as previously reported for other metabolites^79,80^, the amount of free NANA in the hippocampus was comparable across diet and genotype groups.

Overall, our data suggest that the effects of NANA on the immune cells in the periphery were the driving force of the accelerated disease manifestations in HFD-fed 5xFAD mice. Consistently, CD4^+^ T cells of both mice and humans were more susceptible to NANA than CD8^+^ T cells, in agreement with our finding that CD4^+^ T cells were specifically perturbed in HFD-fed 5xFAD mice. Furthermore, the effects of NANA on cultured human T cells, which encompass augmented expression of PD-1 protein and transcriptional changes associated with T-cell activation/differentiation, metabolic perturbations, and reduced cell proliferation, mirror our findings in HFD-fed 5xFAD mice of increased levels of CD4^+^ TEMs (i.e. differentiated cells) and expression of exhaustion markers, including PD-1. Of note, the negative impact of NANA might be dependent on some predisposing condition by the host. In line, we found that the immune system of relatively aged WT mice and 5xFAD mice was more vulnerable to the effects of NANA, and that 5xFAD mice treated with NANA displayed accelerated loss of recognition memory.

Taking together our in vivo and in vitro immune profiling results, we suggest that the accelerated disease manifestations in HFD-fed 5xFAD mice are caused by the HFD-accelerated aging of the CD4^+^ T-cell compartment, at least in part driven by NANA. The aging-like changes in the CD4^+^ T-cell compartment impair CD4^+^ T-cell functionality in the periphery^56^ and, thus, could contribute to the diminished ability of the immune system to support brain homeostasis and to facilitate coping with brain pathology^81^. In line with this contention are the recent studies demonstrating that aging of the immune system is sufficient to drive aging of non-lymphoid solid organs, including the brain^82^, and is linked to cognitive decline^12^; the general anti-aging effects of systemically targeting the immune exhaustion-related molecule PD-1^83^; and several independent studies demonstrating both alleviated brain pathology and improved cognition in different mouse models of neurodegeneration after systemic blockade of the inhibitory immune checkpoints PD-1/PD-L1^21–24^ and, more recently, ERMAP^25^. Of note, the lack of effect of PD-1 blockade on amyloid β plaques burden in the study of Latta-Mahieu et al. 2018^84^ could be an outcome of the experimental conditions. Intriguingly, elevation of total sialic acid in the circulation has been observed in a wide range of AD comorbidities, such as aging^85^, obesity^86^, diabetes^87^ and cardiovascular disease^88^, in addition to AD itself^89^. Thus, we propose that sialic acid-driven systemic immune deregulation may be a risk factor not only in obesity, but generally in pathological states undermining organismic resilience, and especially in compound AD-comorbid states. Therefore, strategies rejuvenating the immune system or therapies targeting diet-induced metabolites like NANA^75^ may provide salutary benefits for dementia modification regardless of underlying etiology.

## Methods

### Mice

All experiments detailed herein complied with the regulations formulated by the Institutional Animal Care and Use Committee (IACUC) of the Weizmann Institute of Science (application numbers: 03960618-3, 01200121-2, 03230322-2). Female and male mice were bred and maintained by the Animal Breeding Center of the Weizmann Institute of Science. Housing conditions were: 12-hour dark/light cycle (lights on at 8 am), temperature 22 °C, humidity 30-70%. For comorbidity studies, heterozygous 5xFAD transgenic mice^33^ (line Tg6799, The Jackson Laboratory) on a C57/BL6-SJL background and age-matched wild-type (WT) controls were used. Genotyping was performed by PCR analysis of ear clipping DNA, as previously described^33^. Since the C57/BL6-SJL strain carries the retinal degeneration *Pde6b*^*rd1*^ mutation, which causes visual impairment in homozygosis (https://www.jax.org/strain/100012), mice were further tested for presence of the allele, as previously described^90^. To avoid gut microbiota-related cage effects due to coprophagia^91^, 5xFAD and WT mice were housed together. For the study of the effects of NANA on the immune system in vivo, we used four cohorts of female and male WT mice, and specifically: three cohorts of C57/BL6-SJL mice, age 6.5, 9, and 14 mo; one cohort of C57/BL6 mice, age 11 mo. For the study of the effects of NANA on novelty discrimination, female C57/BL6-SJL 5xFAD and age-matched WT controls were used. To avoid NANA assimilation with coprophagia, NANA-injected mice were housed separately from the PBS-injected controls. All mice were provided with standard chow (calories from proteins: 24%; calories from carbohydrates: 58%; calories from fat: 18%; 2918, Teklad), placed on a hopper integrated with the cage lid, and water *ad libitum*, and housed in cages enriched with one paper shelter. For comorbidity studies, to induce obesity, at 6-9 weeks of age, mice were switched to a high-fat diet (HFD; calories from proteins: 18%; calories from carbohydrates: 22%; calories from fat: 60%; TD.06414, Teklad), and the food pellet checked twice a week for replenishment. Control mice were kept on standard chow (control diet, CD). Mice allocated for behavioral studies or NANA/PBS injections were switched to a 12-h reversed dark/light cycle (lights on at 8 pm) at least 7 days prior to behavior assessment, and maintained in the regimen until experimental endpoint.

### Glucose tolerance test

Prior to test, mice were fasted overnight for 16 h, and tail blood glucose measured for 0 time point (FreeStyle glucose meter and strips). Subsequently, mice were given 5 μL/g body weight of a 200 mg/mL glucose (Sigma-Aldrich)/water solution intraperitoneally, and blood glucose was measured at 15, 30, 60, 90, and 120 min after glucose injection.

### Novel Object Recognition (NOR) test

Mice that were homozygotes for the *Pde6b*^*rd1*^ allele, which causes visual impairment, were not used. A previously published protocol^92^ was modified as follows. Mice were handled daily for at least 7 days prior to the initiation of NOR test. The NOR test spanned 2 days and included 3 trials: habituation trial, day 1 (20 min session in the empty arena); familiarization trial, day 2 (10 min session in the arena with two identical objects located in opposite corners of the floor, approximately 9 cm from the walls on each side); test trial, day 2, 60-70 min after familiarization (6 min session in the arena with one of the objects replaced by a novel one). Familiar and novel objects were visually and tactually distinct. To control for potential positional preference, the location of the novel object relative to that of the familiar object was randomized. Two identical arenas placed side by side were used simultaneously (one mouse in each arena). Each arena was a 41.5×41.5 cm gray plastic box. Mouse behavior was recorded and measured blindly using the EthoVision XT 11 automated tracking system (Noldus). Novel object preference was measured as discrimination index, expressed as time of interaction with the novel object relative to time of interaction with both objects (%) during the test trial. A discrimination index above 50% indicates novelty recognition, with 50% indicating no recognition. After each trial, the arenas and equipment were wiped with 10% ethanol. Female and male mice were tested on different days. For longitudinal assessment of cognitive performance (comorbidity studies), objects were changed; in addition, to control for potential arena effect, mice tested in one arena at 6.5 mo were tested in the other arena at 8 mo. Each mouse was presented two different novel objects at 6.5 and 8 mo.

### Exogenous NANA administration

Mice were subcutaneously injected with 20 μL/g body weight of a 25 mg/mL NANA (Biosynth-Carbosynth)/PBS solution (pH adjusted to 7.4) twice a day (8-9 h interval) for 7 consecutive days. Control mice were given PBS.

### Mouse blood and tissue collection and processing

In all experiments, sacrifices were carried out in the morning (from 9 am to 1 pm). Mice were anesthetized, exsanguinated by heart puncture, and transcardially perfused with PBS. For plasma metabolite analysis, blood was collected in tubes containing 20 μL heparin and spun at 3,000 g for 15 min at 4 °C. Supernatant plasma was aliquoted and snap frozen in liquid nitrogen (LN). For immune profiling, peripheral blood mononuclear cells (PBMCs) were isolated by density gradient centrifugation protocol (Cytiva™ – density 1.084 ± 0.001 g/ml). After dissection, the following brain regions were excised: for histology, left hemisphere, post-fixed in 4% paraformaldehyde (PFA)/PBS; for sNuc-Seq, left hippocampus, snap frozen in LN; for ELISA and biochemistry, right cortex and right hippocampus, snap frozen in LN. The spleen was mashed with the plunger of a syringe against a 70 mm strainer and treated with ammonium-chloride-potassium (ACK) lysis buffer (Gibco™) to remove erythrocytes. Splenocytes were then used immediately for flow cytometry and pan-T-cell cultures, while for CyTOF, aliquots were resuspended in cell freezing medium (Sigma-Aldrich) and frozen in a Mr. Frosty container (Thermo Fisher) at −80 °C. The left gonadal fat pad was snap frozen in LN for sNuc-Seq.

### Human samples

The study was approved by the Institutional Review Board of the Rambam and Galilee Medical Centers (application number: 0013-20-RMB/66756). All donors were informed on the purpose of the study and gave their consent. Blood was collected from four healthy volunteers (two male and two female subjects). All subjects, average 34 years, were free from acute infectious diseases and in good physical condition. PBMCs were freshly isolated from blood collected in EDTA-coated vials by layering diluted blood (1:1 in PBS) on top of an equal volume of Ficoll (GE Healthcare Life Sciences™ – density 1.077 ± 0.001 g/ml), followed by centrifugation and isolation of the buffy coat.

### Flow cytometry

Splenocytes or PBMCs were washed with ice-cold PBS and stained with LIVE/DEAD™ Fixable Aqua Dead (Thermo Fisher) according to the manufacturer’s instructions. After fragment crystallizable (Fc) blocking (Biolegend), cells were stained for surface antigens. For intranuclear staining, a FOXP3 staining kit was used (Invitrogen) according to the manufacturer’s instructions. The antibodies used, pre-conjugated to fluorophores, are reported in Supplementary Table 1. To assess apoptosis of human lymphocytes following in vitro exposure to NANA, the FITC Annexin V Apoptosis Detection Kit with PI (Biolegend) was used, according to the manufacturer’s instructions. Flow cytometry data were acquired with CytExpert on a CytoFLEX S system (Beckman Coulter) and analyzed using FlowJo software (v10; Tree Star). In each experiment, relevant negative, single-stained, and fluorescence-minus-one controls were used to identify the populations of interest.

### Lymphocyte cultures

Pan-T cells from mouse splenocytes and human PBMCs were isolated by negative selection using magnetic beads (Miltenyi) according to the manufacturer’s instructions. From each mouse or human individual, isolated cell aliquots were plated in at least duplicates for each treatment condition, except in the experiment presented in Supplementary Fig. 13c, where single technical replicates were used. Isolated cells were stained with CellTrace Violet Cell Proliferation Kit (Thermo Fisher) according to the manufacturer’s instructions, and 8×10^4^ cells were plated into 96-well U-bottom and activated with anti-CD3/anti-CD28-coated Dynabeads (Thermo Fisher), as previously described^93^. Cells were then cultured for 96 h (mouse cell cultures) or 120 h (human cell cultures) in RPMI (BioSource International) supplemented with 5% fetal bovine serum, 5 mM glutamine, 25 mM Hepes (Sigma-Aldrich), and 1% antibiotics (Invitrogen), with or without NANA (pH adjusted to 7.4). Samples were acquired on CytoFLEX S (Beckman Coulter) and analyzed using FlowJo. To assess proliferative ability, the Proliferation Tool of FlowJo was used to estimate the proliferation index, i.e. the total number of cell divisions divided by the number of cells that underwent division.

### Mass cytometry

For intracellular staining, short-term reactivation of cryopreserved splenocytes and subsequent mass cytometry analysis were performed as described previously^94^. In short, cells were kept at −80 °C for less than 2 months before thawing in a 37 °C water bath. Cells were then immediately resuspended in cell culture medium supplemented with 1:10,000 benzonase (Sigma-Aldrich), and centrifuged at 300 g for 7 min at 24 °C. Samples were then left overnight at 37 °C before restimulation with 50 ng/mL phorbol 12-myristate 13-acetate (Sigma-Aldrich) and 500 ng/mL ionomycin (Sigma-Aldrich) in the presence of 1× brefeldin A (BD Biosciences) and 1× monensin (Biolegend) for 4 h at 37 °C. For splenocytes, one anchor sample to correct batch effect among different acquisitions and one non-stimulated control sample were also included. For both PBMCs and reactivated cryopreserved splenocytes, surface staining was performed for 30 min at 4 °C. To identify dead cells, 2.5 μM cisplatin (Sigma-Aldrich) was added for 5 min on ice. To minimize technical variability, an equal number of cells from each sample were barcoded using Cell-ID 20-Plex (Fluidigm). Cells from all samples were then combined in one single tube. The combined sample was then processed for Live/Dead and surface staining. For intracellular cytokine staining of reactivated cryopreserved splenocytes, after surface staining, cells were fixed and permeabilized with FOXP3 staining kit (Invitrogen) and stained for intracellular markers and cytokines. The antibodies used are reported in Supplementary Table 2. Because CD4 molecules are internalized during phorbol 12-myristate 13-acetate/ionomycin stimulation^95^, the anti-CD4 antibody was used in both the surface staining and the intracellular staining steps. After washing, the combined sample was incubated with 4% PFA overnight at 4 °C. Prior to acquisition in a Helios™ II CyTOF® system, samples were washed with cell staining buffer and mass cytometry grade water. Multidimensional datasets were analyzed using FlowJo and R (R Core Team, 2017).

#### Acquisition and data pre-processing

Quality control and tuning of the Helios™ II CyTOF® system (Fluidigm) was performed on a daily basis and before each acquisition. Samples were acquired in two separate days, and data were normalized using five-element beads (Fluidigm) that were added to the sample immediately before every acquisition, and using an anchor sample included in each reading, as previously described^96^. For analysis, live single cells were identified based on event length, DNA (^191^Ir and ^193^Ir) and live cell (^195^Pt) channels using FlowJo. Samples were then debarcoded using Boolean gating and mass cytometry data were transformed with an inverse hyperbolic sine (arsinh) function with cofactor 5 using the R environment.

#### Algorithm-based high-dimensional analysis

After gating for CD4^+^ T cells using FlowJo, pre-processed data were considered for the analysis. All FlowSOM-based k-NN clustering was performed on the combined dataset to enable identification of small populations. For CD4^+^ TEMs, resulting nodes were meta-clustered with the indicated k-values (based on the elbow criterion) and annotated manually. FlowSOM k-NN clustering and two-dimensions UMAP projections were calculated using the CyTOF workflow package (v. 1.2)^97^.

### Plasma preparation for metabolite profiling

Plasma samples from some of the male mice included in the experiments described in Fig. 1c and in Fig. 3a–c were used. Extraction and analysis of polar metabolites were performed as previously described^98,99^, with some modifications: 100 μL of plasma were mixed with 1 mL of a pre-cooled (−20 °C) homogenous methanol (MetOH):methyl-tert-butyl-ether (MTBE) 1:3 (v/v) mixture. The tubes were vortexed and then sonicated for 30 min in ice-cold sonication bath (taken for a brief vortex every 10 min). Then, UPLC-grade water (DDW):MetOH (3:1, v/v) solution (0.5 mL) containing internal standards: ^13^C- and ^15^N-labeled amino acids standard mix (Sigma-Aldrich) was added to the tubes followed by centrifugation. The upper organic phase was transferred into 2 mL Eppendorf tube. The polar phase was re-extracted as described above, with 0.5 mL of MTBE. Both organic phases were combined and dried in speedvac and then stored at −80 °C until analysis. Lower, polar phase used for polar metabolite analysis was lyophilized, dissolved in 150 μL of 1:1 DDW:MetOH (v/v), centrifuged at 20,000 g for 5 min, transferred to a new tube, and centrifuged again. For analysis, 80 μL were transferred into HPLC vials.

### Human Aβ1-42 ELISA

Samples were homogenized in Tris Buffered Saline EDTA (TBSE) solution (50 mM Tris, 150 mM NaCl, and 2 mM EDTA, pH 7.4) with the addition of 1% Protease Inhibitor Cocktail (Sigma-Aldrich) using a microtube homogenizer with plastic pestles (for hippocampus; 1 mL/100 mg tissue) or a glass homogenizer (for cortex; 1 mL/200 mg tissue). The homogenates were then centrifuged for 40 min at 350,000 g in 500 μL polycarbonate centrifuge tubes (Beckman Coulter) at 4 °C in an Optima MAX-XP Ultracentrifuge with a TLA 120.1 rotor (Beckman Coulter). The supernatant (TBSE-soluble fraction) was collected, aliquoted, and stored at –80 °C until use. BCA assay (Pierce BCA Protein Assay Kit) was performed to determine total protein amount for normalization. To quantify Aβ1-42 peptides, the human Aβ42 Ultrasensitive ELISA Kit (Invitrogen) was used according to the manufacturer’s instructions. Data were acquired using a Spark microplate reader (Tecan).

### LC-MS polar metabolite analysis

Metabolic profiling of polar phase was done as previously described^99^ with minor modifications described below. Briefly, analysis was performed using Acquity I class UPLC System combined with mass spectrometer Q Exactive Plus Orbitrap™ (Thermo Fisher) that was operated in a negative ionization mode. The LC separation was done using the SeQuant Zic-pHilic (150×2.1 mm) with the SeQuant guard column (20 × 2.1 mm; Merck). The composition of mobile phase B and A was acetonitrile, and 20 mM ammonium carbonate with 0.1% ammonium hydroxide in DDW:acetonitrile (80:20, v/v), respectively. The flow rate was kept at 200 μL/min and gradient as follows: 0–2 min 75% of B, 14 min 25% of B, 18 min 25% of B, 19 min 75% of B, for 4 min.

#### Polar metabolite data analysis

The data processing was done using TraceFinder (Thermo Fisher). The detected compounds were identified by accurate mass, retention time, isotope pattern, fragments, and verified using in-house-generated mass spectra library. Peaks were quantified by calculating the area under curve (AUC) and then normalizing the AUC values by internal standards and original sample volume. A total of 229 metabolites were identified.

#### Metabolite selection for follow-up studies

For each of the identified metabolite, a linear regression model was built with metabolite plasma levels (scaled values) across all samples of all experimental conditions as the dependent variable, and the interaction between the two categorical “genotype” and “diet” variables (“genotype:diet” term) as the only predictor. To avoid collinearity, the intercept was set to 0. The overall approach is equivalent to a Cell Means Model, which fits an individual mean for each of the predictor levels. The metabolites whose models had unadjusted one-way *omnibus* ANOVA test *P*-value <0.050 and *P*-value for the 5xFAD:HFD condition <0.050 were considered “metabolites of interest”. The metabolites of interest were, in total, 22. For each metabolite of interest, the correlation between the metabolite’s levels and the NOR discrimination index or splenic Tregs abundance across all samples of all genotype:diet conditions was determined using the Spearman’s rank correlation. For each metabolite of interest, the coefficients of the Spearman’s rank correlations (ρ) between metabolite level and NOR discrimination index (DI), and between metabolite level and splenic Tregs abundance, across all samples of all genotype:diet combinations, were calculated and plotted against each other (ρ-ρ plot). The statistics related to the Cell Means Model and correlations, as well as the pairwise comparisons of each metabolite’s abundance across genotype and diet groups, are reported in Supplementary Data 3.

### Measurement of NANA in the hippocampus

NANA was measured in the TBSE-soluble fraction (see *Human Aβ1-42 ELISA* section) using liquid chromatography with tandem mass spectrometry (LC-MS/MS).

#### Materials

Acetonitrile and formic acid of ULC/MS grade were from Bio-Lab (Israel). Water with resistivity 18.2 MΩ was obtained using Direct 3-Q UV system (Millipore). *N*-acetylneuraminic acid standard (NANA) was purchased from Biosynth-Carbosynth. ^13^C_3_-*N*-acetylneuraminic acid (^13^C_3_-NANA) from Omicron Biochemicals was used as internal standard.

#### Sample preparation

To 100 μL of TBSE-soluble fraction from mouse hippocampi, 250 μL of ethanol and 10 μL of 10 μg/mL of internal standard were added, and the mixture was incubated in shaker (10 °C, 1,500 rpm, 3 h). The extracts were then centrifuged at 20,000 *g* for 20 min. The obtained supernatants were evaporated, then re-suspended in 100 μL of 20%-aqueous acetonitrile. For LC-MS/MS analysis, the samples were placed in 0.2-μm PTFE-filter vials (Thomson).

#### LC-MS analysis

The LC-MS/MS instrument consisted of Acquity I-class UPLC system (Waters) and Xevo TQ-S triple quadrupole mass spectrometer (Waters) was used for the analysis. MassLynx and TargetLynx software (v.4.1, Waters) were applied for the acquisition and analysis of data. Chromatographic separation was done on a 100 ×2.1-mm i.d. 1.7-μm UPLC Atlantis Premier BEH C18 AX column (Waters) with 0.2% formic acid as mobile phase A and 0.2% formic acid in acetonitrile as B at a flow rate of 0.3 mL/min and column temperature 25 °C. A gradient was as follows: 0.5 min the column was hold at 4% B, then linear increase from 1 to 15% B in 1 min, then to 40% B in 3 min, and to 100% B in 0.5 min, and hold at 100% B for 1 min. Then back to 1% B during 0.5 min, and equilibration for 1 min. Samples kept at 8 °C were automatically injected in a volume of 1 μl. The mass spectrometer equipped with an electrospray ion source and operated in negative ion mode was used, with 0.10 mL/min of argon as a collision gas flow. The capillary voltage was set to 1.85 kV, cone voltage 30 V, source offset 12 V, source temperature 120 °C, desolvation temperature 500 °C, desolvation gas flow 600 L/hr, cone gas flow 150 L/hr. Analytes were detected using corresponding multiple reaction monitoring (MRM): for NANA, 308.1 > 170.1 and 308.1 > 87.1 m/z, with collision energies 14 and 15 eV, respectively, and for ^13^C_3_-NANA 311.0 > 173.0 and 311.0 > 90.0 m/z with collision energy 30 eV. The retention time of *N*-Acetylneuraminic acid peak was at 2.03 min. Sample NANA concentrations were calculated from the standard curve of 1–10,000 ng/mL and normalized by total protein amount (see *Human Aβ1-42 ELISA* section).

### Fluorometric assays on plasma samples

Assays were performed using commercially available kits (Abcam) according to the manufacturer’s instructions, but scaling reaction volumes 1:5 to allow running in 384-well flat-bottom black plates (Greiner). To measure total cholesterol, the cholesterol assay kit – HDL and LDL/VLDL (ab65390) was used. To measure free NANA, the sialic acid (NANA) assay kit (ab83375) was used, and reactions, including background controls, were run for 1 h at RT. Samples were run in duplicates. Data were acquired using an Infinite 200 PRO microplate reader (Tecan) or a Spark microplate reader (Tecan).

### Measurement of plasma leptin

The mouse leptin ELISA kit (Abcam, ab100718) was used according to the manufacturer’s instructions. Samples were run in duplicates. Data were acquired using an Infinite 200 PRO microplate reader (Tecan).

### Nuclei isolation and single-nucleus RNA library preparation

#### Brain samples

Hippocampus tissue specimens were kept frozen at −80 °C until processing. Samples were batched in sets of four representing all experimental and sex groups. Working on ice throughout the nuclei isolation process, the frozen hippocampus tissue was transferred into a Dounce homogenizer (Sigma-Aldrich, D8938) with 2 mL of lysis buffer. Lysis buffer used was either EZ Lysis Buffer, as we previously used^100^ (Sigma-Aldrich, NUC101), or Igepal Lysis Buffer, containing 0.1% IGEPAL® CA-630 (Sigma-Aldrich, I8896), 10 mM Tris HCL pH 7.5, 146 mM NaCl, 3 mM MgCl_2_, 40 U/mL of RNAse inhibitor (NEB M0314L, as we previously used^37^). Tissue was gently homogenized while on ice 15 times with pestle A followed by 15 times with pestle B, then transferred to a 15 mL conical tube. A further 3 mL of lysis buffer was added to a final volume of 5 mL, left on ice for 5 min, and then centrifuged in a swing bucket rotor at 500 g for 5 min at 4 °C. Samples were processed two at a time, the supernatant was removed, and the pellets were left on ice while processing the remaining tissues to complete a batch of 4 samples. The nuclei pellets were then resuspended in a wash buffer containing 0.02% BSA (NEB B9000S) and 40 U/mL of RNAse inhibitor in PBS, and the volume adjusted to 5 mL by adding more wash buffer. The nuclei were centrifuged in a swing bucket rotor at 500 g for 5 mins at 4 °C. The supernatant was removed and the pellet was gently resuspended in 500 μL of wash buffer. Nuclei were filtered through a 30 μm MACS Smartstrainer (Miltenyi, 130-098-458) and counted using the LUNA-FL™ Dual Fluorescence Cell Counter (Logos Biosystems) after staining with Acridine Orange/Propidium Iodide Stain (Logos Biosystems, F23001) to differentiate between nuclei and cell debris. Sixteen thousand (16,000) nuclei were run on the 10x Single Cell RNA-Seq Platform using the Chromium Single Cell 3’ Reagent Kits v3. Libraries were made following the manufacturer’s protocol. Briefly, single nuclei were partitioned into nanoliter-scale Gel Bead-In-Emulsion (GEMs) in the Chromium controller instrument, where cDNA shares a common 10x barcode from the bead. Amplified cDNA was measured by Qubit HS DNA assay (Thermo Fisher, Q32851) and quality assessed by High Sensitivity D5000 ScreenTape (5067- 5592) with High Sensitivity D5000 Reagents (5067- 5593) on the 2200 TapeStation system (Agilent). The WTA (whole transcriptome amplified) material was diluted to <8 ng/mL and processed through v3 library construction according to the manufacturer’s protocol, and resulting libraries were quantified again by Qubit and TapeStation. Libraries from 4 channels were pooled and sequenced on 1 lane of NextSeq 550 (or 8 channels sequenced on two NextSeq 550 runs) at the Center for Genomic Technologies in the Institute of Life Sciences at The Hebrew University of Jerusalem, for a target coverage of around 150 million reads per channel.

#### Visceral adipose tissue samples

Visceral adipose tissue (VAT) specimens were kept frozen at −80 °C until processing. Nuclei were isolated with a previously published protocol using salt-Tris (ST)-based buffers^101^. Frozen VAT was placed into a gentleMACS^TM^ C tube (Miltenyi, 130-096-334) with 1 mL TST buffer and homogenized using the gentleMACS^TM^ Octo dissociator (Miltenyi). The sample was removed and, with a further 1 mL of TST, transferred to a 15 mL conical tube on ice for 10 min. Next, the sample was filtered through a 40 μm Falcon^TM^ cell strainer (Thermo Fisher, 08-771-1), to which 3 mL of 1x ST buffer was also added through the filter. The resulting 5 mL sample was then centrifuged at 500 g for 5 min at 4 °C in a swinging bucket centrifuge, following which the supernatant was removed and the pellet resuspended in 1x ST buffer (volume determined by pellet size). The nuclei-containing solution was transferred to a 5 mL polystyrene tube through a 35 μm cell strainer cap (Thermo Fisher, 08-771-23), and nuclei were counted using a C-chip disposable hemocytometer (VWR, 82030-468). Eight thousand (8,000) single nuclei were loaded into each channel of the Chromium single cell 3’ chip, for V3 10x technology (10x Genomics). Single nuclei were partitioned into GEMs and incubated to generate barcoded cDNA by reverse transcription. Barcoded cDNA was next amplified by PCR prior to library construction. Libraries of paired-end constructs were generated using fragmentation, sample index and adaptor ligation, and PCR was run according to the manufacturer’s recommendations (10x Genomics). Libraries from four 10x channels were pooled together and sequenced on one lane of an Illumina HiSeq X (Illumina) by the Genomics Platform of the Broad Institute.

### Quality controls for sequencing and pre-processing of sNuc-Seq data

De-multiplexing of samples after Illumina sequencing was done using 10x Cellranger version 5.0.0 mkfastq to generate a Fastq file for each sample. Alignment to the mm10 transcriptome and unique molecular identifier (UMI)-collapsing were performed using the Cellranger count (version 5.0.0, mm10-2020-A_premrna transcriptome, single cell 3’ chemistry). Separate Fastq files of the same mouse sample were combined by running the CellRanger count with multiple fastqs input parameters. Since nuclear RNA includes roughly equal proportions of intronic and exonic reads, we built and aligned reads to a genome reference with pre-mRNA annotations, which account for both exons and introns.

#### Technical artifacts and ambient RNA correction

To account for technical artifacts in the data, specifically correcting gene counts shifted due to ambient RNA, we ran the CellBender^102^ (version 2) program on each sample, which removes counts due to ambient RNA molecules and random barcode swapping from (raw) UMI-based single cell or nucleus RNA-Seq count matrices, and also determines which cell barcodes are valid nuclei libraries, excluding empty droplets and low-quality libraries. We used the CellBender output as input to downstream analysis.

#### Data normalization

For every nucleus, we quantified the number of genes for which at least one read was mapped, and then excluded all nuclei with fewer than 100 detected genes. For visceral adipose tissue (VAT) data, nuclei with more than 5000 genes were also filtered out. Genes that were detected in fewer than 3 nuclei were excluded. Expression values *E*_*i*,*j*_ for gene *i* in cell *j* were calculated by dividing UMI counts for gene *i* by the sum of the UMI counts in nucleus *j*, to normalize for differences in coverage, and then multiplying by 10,000 to create TPM-like values, and finally computing log_2_(TP10K + 1) using the *NormalizeData* function from the *Seurat* package^103–106^ (version 4).

#### Doublet detection

We annotated each nucleus with a doublet score – the nucleus’ probability of being a doublet, related to the fraction of artificially generated doublet neighbors (using an in-house optimization of DoubletFinder^107^ with the following parameters: PCs = 1-45, pN = 0.25, pK = 150/(#cells), pANN = False and sct = False). This score would later be considered for the removal of doublets. We first used a high-resolution clustering (1.3 for the hippocampus and 1.5 for the VAT, see description under *Dimensionality reduction and clustering*). We excluded clusters that had more than 50% of cells that had over a high doublet score (0.35 for the hippocampus and 0.4 for the adipose tissue). Second, cells from other clusters that had over a high doublet score were excluded. In the VAT: 10,625 doublets were removed and 275,336 nuclei remained in the dataset. In the hippocampus: we excluded from the analysis cells from clusters classified as endothelial cells or OPCs, since the doublet detection failed for these cell types. For OPCs, these specifically include cells differentiating from oligodendrocytes. At the end of this stage in the hippocampus dataset, 38,060 doublets were removed and 269,503 nuclei remained in the data set (for *n* = 28 mice, across all mouse genotype and diet groups). The downstream analysis of sub-clustering of specific cell types included a second inspection for doublets.

### Integrating datasets

#### Identification of variable genes and scaling the data matrix

After data pre-processing, samples from the four conditions within each batch were merged into a single Seurat object. For each batch, variable genes were selected by using a variance-stabilizing transformation (using FindVariableFeatures method, Seurat). This method, first, fits a line to the relationship of log(variance) and log(mean) of each gene from the non-normalized data, using local polynomial regression (LOESS); next, it standardizes the feature values using the observed mean and expected variance (given by the fitted line). Feature variance is then calculated on the standardized values and the genes with the top values were selected as variable genes for downstream analysis (2,500 for the hippocampus and 2,000 for the adipose tissue). For sub-clustering analysis of macrophages in the adipose tissue, genes in the ambient RNA signature were removed from the variable gene list to prevent clustering based on ambient RNA expression. The data were scaled, yielding the relative expression of each variable gene by scaling and centering (using ScaleData method, Seurat).

#### Data integration

After the identification of variable genes per batch, the batches (7 for the hippocampus and 2 for the VAT) were integrated into a single Seurat object (using Seurat v.4 integration workflow^103,104^), based on the CCA algorithm, using the methods FindIntegrationAnchors followed by IntegrateData. The integrated data matrix was then used for dimensionality reduction and clustering.

### Dimensionality reduction, clustering, and visualization

The integrated data matrix (restricted to the genes chosen as integration anchors) was then used for dimensionality reduction, visualization and clustering. Dimensionality reduction was done with principal component analysis (PCA, using RunPCA method Seurat). After PCA, significant principal components (PCs) were identified using the elbow method, plotting the distribution of standard deviation of each PC (*ElbowPlot* in Seurat). In the VAT analysis: 30 PCs were used. In the hippocampus analysis: 45 PCs for analysis of all cells, 20 PCs for astrocytes, 20 for microglia, and 10 for oligodendrocytes. Within the top PC space, transcriptionally similar nuclei were clustered together using a graph-based clustering approach. First, a k-nearest neighbor (k-NN) graph is constructed based on the Euclidean distance. For any two nuclei, edge weights were refined by the shared overlap of the local neighborhoods using Jaccard similarity (FindNeighbors method Seurat, with k = 60). Next, nuclei were clustered using the Louvain algorithm^108^ which iteratively grouped nuclei and located communities in the input k-NN graph (FindClusters method Seurat, with resolution 0.5). Note that for the doublet detection stage on all cell types, we first used 45 PCs with a higher resolution clustering of 1.3 on data matrices that were merged based on the batch (see *Doublet detection* section). The obtained clusters were hierarchically clustered and re-ordered (using BuildClusterTree method Seurat). For visualization, the dimensionality of the datasets was further reduced by UMAP, using the same top principal components as input to the algorithm (using the RunUMAP method Seurat). Note that the distribution of samples within each cluster was examined to eliminate that clusters were driven by batch or other technical effects. Clusters with low-quality cells (low number of genes detected, and missing or low-key cell-type marker genes and house-keeping genes such as *Malat1*), doublet clusters expressing markers of multiple cell types, and neuronal clusters from neighboring region of the hippocampal subiculum that appeared in an uneven form across samples, were removed from the analysis, leaving the hippocampus dataset with 237,631 (for *n* = 28 mice, across all mouse genotype and diet groups). Data visualization using UMAP showed that the clusters displayed a mixture of nuclei from all technical and biological replicates, with a variable number of genes, meaning the clustering was not driven by a technical effect.

#### Sub-clustering analysis of cell types

Specific cell types (i.e. microglia, astrocytes, oligodendrocytes, DG neurons, macrophages in the adipose tissue) were subsetted from the main dataset for a high-resolution analysis. For each such subset another cycle of clean-up was performed, removing doublet clusters based on different thresholds. Cells were clustered in high-resolution and clusters were then annotated and merged based on marker expression.

### Identification of clusters’ cell types

Identification of cell types was done in the hippocampus using an in-house modification of a logistic regression model (linear_model.LogisticRegression from Python’s sklearn package). The modifications included calculating the classification probability of each cell, and eventually associating the cell with the original cluster, and classifying the cluster as the overall highest scoring cell type. The classifier was trained on 80% of the nuclei (~50,000 nuclei) of our previously published and annotated sNuq-Seq data of the mouse hippocampus^37^, and tested on the remaining 20% of the nuclei. Cell types were annotated according to the classification and further validated using known marker gene and as previously published^37^. In the VAT, identification of cell types was done based on known marker genes and the Bioconductor package SingleR^109^.

### Cell fraction estimations and statistics

The fraction of different cell populations (i.e. clusters) was separately computed, for each sample across all clusters, as the fraction of nuclei in each cluster out of the total number of nuclei, by a parameter of interest (e.g. diet, sex, and more). Correlations between these fractions of interest were calculated using Spearman’s rank correlation coefficient (with cor function from R’s base package, method = “spearman”). For quantifications and statistical analyses, 219,237 nuclei were included from *n* = 26 samples: WT CD = 6, WT HFD = 7, 5xFAD CD = 6, 5xFAD HFD = 7. Two mice of the original *n* = 28 samples were excluded from the statistics due to technical artifacts that hampered their annotation to a specific member of one of the experimental groups (mice identity numbers: 636 and 640). To assess whether there was a significant change between experimental groups across conditions (diet, genotype), two-way ANOVA followed by Fisher’s Least Significant Difference (LSD) post hoc test was used (see *Statistical analyses* section).

### Marker genes and differential expression analysis

Marker genes for glial and dentate gyrus (DG) granule neurons sub-clusters were found using the MAST test^110^ (using batch and sex as latent variables for glial cells in the brain to account for technical effects), which was run using the FindMarkers function in Seurat v.4 (using the assay set to *RNA* to use the normalized UMI counts values per gene). To find diet-dependent differentially expressed signatures, we used the same scheme as above using the MAST algorithms with batch and sex as latent variables, within each glial cell type, comparing all cells of HFD-fed and CD-fed 5xFAD mice; similarly, WT mice were compared between diet groups. *P*-values were adjusted for multiple hypothesis testing using Benjamini–Hochberg’s correction (FDR). Adjusted *P*-value threshold of 0.010 was used to report significant changes and a fold change threshold of 0.250.

### Bulk RNA-Seq library preparation and analysis

Cultured human T cells after treatment were flash frozen in Buffer RLT (Qiagen, 79216) and kept in −80 °C until processing. Total RNA was extracted with the NucleoSpin RNA kit (Macherey-Nagel, 740955). One microgram (1 μg) total RNA was used as an input for mRNA isolation (NEB E7490S), followed by library preparation using NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina (NEB E7760). Quantification of the libraries was done by Qubit and TapeStation. Paired-end sequencing of the libraries was performed on Nextseq 550. De-multiplexing of samples was done with Illumina’s bcl2fastq software. The fastq files were next aligned to the human genome (hg38) using STAR^111^ and the transcriptome alignment and gene counts were obtained with HTseq^112^. Aligned gene counts were normalized to fragments per kilobase of transcript per million mapped reads (log10(FPKM)) using the fpkm function in DESeq2 R package^113^ (1.32.0). Genes with low counts (<10) were filtered before performing statistical analysis. Differential expression analysis of bulk RNA-Seq data between NANA-treated samples and control was performed using the DESeq2 R package (*P*-value adjusted to multiple hypothesis testing ≤0.050), while accounting for inter-sample differences. Significantly upregulated genes (adjusted *P*-value <0.050, log_2_-fold change >0.250) and downregulated genes (adjusted *P*-value <0.050, log_2_-fold change < –0.250) were determined. Up- and downregulated gene lists were separately functionally annotated with gene sets defined by the KEGG and Gene Ontology databases (org.Hs.eg.db, version 3.5.0), using enrichGO and enrichKEGG functions in R package *clusterProfiler* (3.6.0), using the hypergeometric *P*-value and FDR correction for multiple hypothesis (with a threshold of FDR < 0.050).

### Histology and immunohistochemistry

Paraffin-embedded tissue was sectioned with a thickness of 6 μm. One slide per animal was used for staining, each containing 5 equally spaced sections. Cresyl violet staining was performed to visualize neurons^22^. Antibody staining was performed as previously described^114^, except that all primary antibodies were incubated overnight at RT, followed by another overnight at 4 °C. For Aβ staining, the Mouse On Mouse detection kit (Vector labs) was used according to manufacturer’s instructions. The following primary antibodies were used: mouse anti-human Aβ (1:150; Covance); chicken anti-GFAP (1:150; Abcam). Cy2/Cy3-conjugated anti-mouse/chicken secondary antibodies (1:150; Jackson Immunoresearch) were used. For counterstaining, 4’,6-diamidino-2-phenylindole (1:5000; Biolegend) was used.

### Microscopic imaging and analysis

Images were acquired using a fluorescence microscope (E800, Nikon) equipped with a digital camera (DXM 1200 F, Nikon), and with a ×20 NA 0.50 objective lens (Plan Fluor, Nikon). Quantitative analyses were performed by an experimenter blind to the identity of the animals, and using either the Image-Pro Plus software (Media Cybernetics) or ImageJ (NIH). Neuronal survival on cresyl violet-stained sections and Aβ plaques quantification were performed as previously described^22^. GFAP intensity was measured using the ImageJ software by applying a segmentation algorithm to mask stained areas (Otsu’s method) and subsequently measuring average integrated density over 3-5 sections per animal. For each animal, stained sections’ quantified values were averaged. Representative images were optimized using ImageJ and processed equally for all experimental conditions displayed.

### Experimental design

No statistical method was used to predetermine sample sizes, which were chosen with adequate statistical power based on the literature and past experience^21,22,67,115^. The specific sample sizes and tests used to analyze each set of experiments are indicated in the Figure legends. Animals were randomly allocated to experimental groups balancing sex and genotype. Sample selection for subsequent analyses such as CyTOF, sNuc-Seq, and metabolite profiling was based on behavioral (NOR test), metabolic, flow-cytometric, and/or histological analyses. For in vitro experiments with both mouse and human lymphocytes, subjects were not divided in groups, but from each subject (mouse or human) one aliquot of cells was treated with NANA and another one with medium as control. Investigators were blind to animal identity during experiments and outcome assessment, except during behavior experiments in comorbidity studies, where diet groups, but not genotypes, were obvious. For in vitro experiments with both mouse and human lymphocytes, blinding was not relevant, as data were acquired under the same conditions using the software described in the Methods.

### Data reporting

Mice of both sexes were included in all experiments, except in the following cases: only male mice were used for plasma metabolite profiling (Fig. 4a–d and Supplementary Fig. 10a–c); only female mice were used for cognitive assessment and immune profiling following NANA/PBS administration to 5xFAD mice and age-matched WT controls (Fig. 7d–f and Supplementary Fig. 16a–e). When animals from different cohorts/experiments were merged for presentation, the number of cohorts/experiments considered is indicated in the Figure legends. For comorbidity studies (Figs. 1–5, Supplementary Figs. 1–12), the data herein presented originated from five independent cohorts. Animals used for the mass cytometry analysis of the blood immune profile (Supplementary Fig. 6a–c) were selected from the first cohort; animals used for the sNuc-Seq of the hippocampus (Fig. 2a–m, Supplementary Figs. 4 and 5) were selected from all five cohorts; animals used for the sNuc-Seq of the VAT (Fig. 5a–d, Supplementary Figs. 11 and 12) were selected from the first three cohorts; animals used for all other analyses were selected from the last two cohorts. For the study on the effects of NANA administration on the spleen immune profile of young-adult and middle-aged WT mice (Fig. 7a–c and Supplementary Fig. 15a–c), four independent experiments were conducted: two with young-adult mice (6.5-9 mo), and two with middle-aged (11-14 mo) mice. For the study of the effects of NANA administration on novelty discrimination (NOR test; Fig. 7d, e and Supplementary Fig. 16a–c), four independent experiments were conducted using 9-12-mo female mice. Of these four experiments, one could not be included due to complete loss of object discrimination in the PBS-injected 5xFAD controls at the time when the animals were tested (12 mo), which could not allow us to detect further exacerbation by the treatment. No animal was excluded from analyses, except those removed before experimental endpoint according to IACUC guidelines, or because of technical reasons detailed as follows: for microscopic image analysis, poorly stained or overstained sections or slides were not included; for flow and mass cytometry, samples with not enough cells to proceed with the analysis or samples in which the staining did not work were not included; for the analysis of the effects of NANA administration on the spleen immune profile of middle-aged WT mice (Fig. 7c and Supplementary Fig. 15c), one PBS-injected animal was not included due to its statistics across most immune cell populations (1.5x InterQuartile Range method); for the analysis of the effects of NANA administration on novelty discrimination (NOR test; Fig. 7e and Supplementary Fig. 16a–c), one PBS-injected WT mouse was not included in all tested behavioral parameters due to freezing during the test trial of the NOR assay; for the analysis of the effects of NANA administration on the spleen CD4^+^ T-cell profile of 5xFAD mice (Fig. 7f), one PBS-injected mouse was not included due to its statistics across all immune cell populations (1.5x InterQuartile Range method). For in vitro studies with mouse lymphocytes, two independent experiments were conducted: one simultaneously testing two concentrations of NANA, 1 and 5 mg/mL (Supplementary Fig. 13c); and one testing 1 mg/mL of NANA. For in vitro studies with human lymphocytes, we performed one pilot study using 10 and 25 mg/mL of NANA. We observed that 25 mg/mL of NANA suppressed both CD4^+^ and CD8^+^ T-cell proliferation, whereas 10 mg/mL of NANA had no effect. Since the data from mouse studies in vivo (HFD-fed 5xFAD mice, Fig. 3 and Supplementary Fig. 7; NANA-injected mice, Fig. 7a–c and Supplementary Fig. 15) and in vitro (NANA-treated pan-T-cell cultures, Supplementary Fig. 13) suggested a specific impact on CD4^+^ T cells, with only a minor effect on CD8^+^ T cells, in a subsequent single experiment we used an intermediate concentration of 12.5 mg/mL of NANA (Fig. 6 and Supplementary Fig. 14).

### Statistical analyses

The normality of data distribution was evaluated using Anderson-Darling’s, D’Agostino-Pearson’s (“*omnibus* K2”), Shapiro-Wilk’s, and Kolmogorov-Smirnov’s tests, and via visual assessment of quantile-quantile plots. Homogeneity of variance was tested using *F*-test, for two groups, and Spearman’s test for heteroscedasticity, followed by visual assessment of the homoscedasticity plot, for more than two groups. Data were analyzed using two-tailed Student’s *t* test to compare between two groups; Welch’s correction was applied for heteroscedastic groups. For lymphocyte cultures, paired Student’s *t* test or one-way within-subjects ANOVA followed by Fisher’s LSD post hoc test were used. For comorbidity studies, in the presence of two categorical independent variables (“genotype”, two levels: “WT” and “5xFAD”; “diet”, two levels: “CD” and “HFD”), two-way ANOVA followed by Fisher’s LSD post hoc test was used. For weight gain and glucose tolerance test, two-way within-subjects ANOVA followed by Fisher’s LSD post hoc test was used. For the analysis of novelty discrimination and locomotor activity/anxiety of NANA-injected 5xFAD mice and PBS-injected 5xFAD and WT controls, one-way ANOVA followed by Fisher’s LSD post hoc test was used. For null hypothesis testing, the test statistics with confidence intervals, degrees of freedom, and *P*-values are reported in the Source Data file. For Student’s *t* tests and post hoc tests, *P*-values <0.060 are reported in the graphs, rounded to three decimal digits; *P*-value <0.050 was considered significant. Statistical analyses were carried out using GraphPad Prism version 9.0, R, and Microsoft Excel. Graphs were generated with GraphPad Prism version 9.0 and R.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Peer Review File

Reporting Summary

## Data Availability

Source data used for the generation of Figures are provided as a Source Data file. The list of the metabolites identified after plasma metabolite profiling, the metabolite identification criteria, and their relative abundance are included in the Source Data file (“identified metabolites” tab). The raw and processed sequencing data generated in this study are publicly available and have been deposited in the Gene Expression Omnibus database under accession code GSE197082. The accession code is a SuperSeries comprising both the single-nucleus RNA-seq data (SubSeries GSE198835) and the bulk RNA-seq data (SubSeries GSE198144). All other raw data are available from the corresponding authors upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: N-acetylneuraminic acid links immune exhaustion and accelerated memory deficit in diet-induced obese Alzheimer’s disease mouse model
**Source:** Nat Commun. 2023 Mar 9;14:1293. doi: 10.1038/s41467-023-36759-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1.

Description: Gene set enrichment analysis (hypergeometric test P-values, FDR <0.050) of the dentate gyrus cluster DG1 after sNuc-Seq of the mouse hippocampus.

File Name: Supplementary Data 2.

Description: Differentially upregulated genes (MAST test P-values, FDR<0.050) in the T-cells cluster versus all other immune cells after sNuc-Seq of the mouse hippocampus.

File Name: Supplementary Data 3.

Description: Plasma metabolites identified after metabolite profiling. The statistics related to the Cell Means Model (one-way omnibus ANOVA test P-values, coefficients and Pvalues for each genotype:diet condition), Spearman correlations ( $\rho$  coefficients and two-tailed P-values), and pairwise comparisons of each metabolite's abundance across genotype and diet groups (two-tailed unpaired Student's t-tests) are also included.

File Name: Supplementary Data 4.

Description: Differentially regulated genes (DESeq2 P-values, FDR <0.050) in human T-cell cultures after NANA treatment relative to medium-treated controls.

File Name: Supplementary Data 5.

Description: Gene set enrichment analysis (hypergeometric test P-values, FDR <0.050) of human T-cell cultures after NANA treatment relative to medium-treated controls.

# Supplementary material for: N-acetylneuraminic acid links immune exhaustion and accelerated memory deficit in diet-induced obese Alzheimer’s disease mouse model
**Source:** Nat Commun. 2023 Mar 9;14:1293. doi: 10.1038/s41467-023-36759-8
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Behaviour data were recorded using the EthoVision XT 11 automated tracking system (Noldus). Flow cytometry data were acquired with CytExpert on a CytoFLEX S system (Beckman Coulter). Mass cytometry data were acquired using the the Helios™ II CyTOF® system (Fluidigm). Data from fluorometric assays, BCA assays, or ELISA were acquired using an Infinite 200 PRO or a Spark microplate readers (Tecan). Images were acquired using a fluorescence microscope (E800, Nikon) equipped with a digital camera (DXM 1200F, Nikon), and with a ×20 NA 0.50 objective lens (Plan Fluor, Nikon). Metabolite profiling data were acquired using Acquity I class UPLC System combined with mass spectrometer Q Exactive Plus Orbitrap™ (Thermo Fisher) that was operated in a negative ionisation mode; the LC separation was done using the SeQuant Zic-pHilic (150×2.1mm) with the SeQuant guard column (20×2.1mm; Merck). Acquisition of LC-MS/MS data related to hippocampal NANA were done using Masslynx and Targetlynx software (v.4.1, Waters). NANA amount in the hippocampus was measured using Acquity I-class UPLC system (Waters) and Xevo TQ-S triple quadrupole mass spectrometer (Waters). Bulk RNA-seq was done using NEBNext Ultra II directional. Nuclei were counted and imaged using the Luna-FL and Nexcelom Cellometer Vision. sNuc-seq libraries were made using 10X Genomics single-cell 3' Next GEM V3.1 assay, sequenced on Illumina HiSeqX and NextSeq500, and quality controlled using Agilent TapeStation and BioAnalyzer systems (with the provided softwares). The relevant codes used for computational analysis are available at [https://github.com/naomihabiblab/HighFatDiet\\_in\\_AD](https://github.com/naomihabiblab/HighFatDiet_in_AD).

#### Data analysis

Flow cytometry data were analysed using FlowJo v10 (Tree Star). Mass cytometry data were analysed using FlowJo, and R (R Core Team, 2017). FlowSOM k-NN clustering and two-dimensions UMAP projections were calculated using the CyTOF workflow package (v. 1.2). Microscopic images were analysed using either the Image-Pro Plus software (Media Cybernetics) or ImageJ (NIH). Polar metabolites data analysis was done using TraceFinder (Thermo Fisher). Analysis of LC-MS/MS data related to hippocampal NANA were done using MassLynx and TargetLynx software (v.4.1, Waters). RNA-seq data analysis was done using the commercial softwares DESeq2 or Cellranger (V5) and downstream analysis was done in R using code written by us (available on github), publicly available R packages for statistics, machine learning, visualizations, and vector manipulations, including packages for analysis of scRNA-seq data: Seurat (V4), DoubletFinder, CellBender

(V2), Python's sklearn package 1.0.2. Statistical analyses were carried out using GraphPad Prism version 9.0, R, and Microsoft Excel.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data used for generation of Figures are provided as a Source Data file. The list of the metabolites identified after plasma metabolite profiling, the metabolite identification criteria, and their relative abundance are included in the Source Data file ("identified metabolites" tab). The raw and processed sequencing data generated in this study are publicly available and have been deposited in the Gene Expression Omnibus database under accession code GSE197082 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197082>]. The accession code is a SuperSeries comprising both the single-nucleus RNA-seq data (SubSeries GSE198835 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198835>]) and the bulk RNA-seq data (SubSeries GSE198144 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198144>]). For the analysis of bulk RNA-seq data of human lymphocyte cultures, fastq files were aligned to the human genome assembly hg38 [[https://genome.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr2%3A25160915%2D25168903&hgid=1553288579\\_kLzibHUuXSroMXi12UKhdVkfIMOR](https://genome.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr2%3A25160915%2D25168903&hgid=1553288579_kLzibHUuXSroMXi12UKhdVkfIMOR)]. All other raw data are available from the corresponding authors upon request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                                                                          |
|-----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | Blood from two male and two female individuals was collected. Sex was not considered in the study design.                                                                                                |
| Population characteristics  | All subjects (average age 34 years, both sexes) were free from acute infectious diseases and in good physical condition                                                                                  |
| Recruitment                 | All donors were informed on the purpose of the study and gave their consent. Healthy volunteers were reached out directly by the authors. No self-selection bias is expected for the type of assay used. |
| Ethics oversight            | The study was approved by the Institutional Review Board of the Rambam and Galilee Medical Centers (application numbers: 0013-20-RMB/66756).                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample sizes, which were chosen with adequate statistical power based on the literature and past experience (Baruch et al. Nat Med 2016; Rosenzweig et al. Nat Commun 2019; Ben-Yehuda et al. Mol Neurodegener 2021; Dvir, Castellani, Arad et al. Nat Aging 2022). The specific sample sizes and tests used to analyze each set of experiments are indicated in the Figure legends.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data exclusions | For sNuc-Seq of the hippocampus, n=7 samples were originally included from each genotype and diet group, for a total of n=28 samples, which yielded 237,631 single nuclei profiles after filtering. For quantifications and statistical analyses, however, 219,237 single nuclei only were included after exclusion of two mice due to technical artifacts that hampered their annotation to a specific member of one of the experimental groups. For cognitive assessment with the NOR test, mice that were homozygotes for the Pde6brd1 allele, which causes visual impairment, were not used. For the study of the effects of NANA administration on novelty discrimination (NOR test; Fig. 7d, e and Supplementary Fig. 16a–c), four independent experiments were conducted using 9–12-mo female mice. Of these four experiments, one could not be included due to complete loss of object discrimination in the PBS-injected 5xFAD controls at the time when the animals were tested (12 mo), which could not allow to detect further exacerbation by the treatment. No animal was excluded from analyses, except those removed before experimental endpoint according to IACUC guidelines, or because of technical reasons detailed as follows: for microscopic image analysis, poorly stained or overstained sections or slides were not included; for flow and mass cytometry, samples with not enough cells to proceed with the analysis or samples in which the staining did not work were not included; for the analysis of the effects of NANA administration on the spleen immune profile of middle-aged WT mice (Fig. 7c and Supplementary Fig. 15c), one PBS-injected animal was not |

included due to its statistics across most immune cell populations (1.5x InterQuartile Range method); for the analysis of the effects of NANA administration on novelty discrimination (NOR test; Fig. 7e and Supplementary Fig. 16a–c), one PBS-injected WT mouse was not included in all tested behavioral parameters due to freezing during the test trial of the NOR assay; for the analysis of the effects of NANA administration on the spleen CD4+ T-cell profile of 5xFAD mice (Fig. 7f), one PBS-injected mouse was not included due to its statistics across all immune cell populations (1.5x InterQuartile Range method).

|               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|---------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replication   | When animals from different cohorts/experiments were merged for presentation, the number of cohorts/experiments considered is indicated in the Figure legends. For comorbidity studies (Figures 1–5, Supplementary Figures 1–12), the data herein presented originated from five independent cohorts. Animals used for the mass cytometry analysis of the blood immune profile (Supplementary Fig. 6a–c) were selected from the first cohort; animals used for the sNuc-Seq of the hippocampus (Fig. 2a–m, Supplementary Figures 4 and 5) were selected from all five cohorts; animals used for the sNuc-Seq of the VAT (Fig. 5a–d, Supplementary Figures 11 and 12) were selected from the first three cohorts; animals used for all other analyses were selected from the last two cohorts. For the study on the effects of NANA administration on the spleen immune profile of young-adult and middle-aged WT mice (Fig. 7a–c and Supplementary Fig. 15a–c), four independent experiments were conducted: two with young-adult mice (6.5–9 mo), and two with middle-aged (11–14 mo) mice. For the study of the effects of NANA administration on novelty discrimination (NOR test; Fig. 7d, e and Supplementary Fig. 16a–c), four independent experiments were conducted using 9–12-mo female mice. Of these four experiments, one could not be included due to complete loss of object discrimination in the PBS-injected 5xFAD controls at the time when the animals were tested (12 mo), which could not allow to detect further exacerbation by the treatment. For in vitro studies with mouse lymphocytes, two independent experiments were conducted: one simultaneously testing two doses of NANA, 1 and 5 mg/mL (Supplementary Fig. 13c); and one testing 1 mg/mL of NANA. For in vitro studies with human lymphocytes, we performed one pilot study using 10 and 25 mg/mL of NANA. We observed that 25 mg/mL of NANA suppressed both CD4+ and CD8+ T-cell proliferation, whereas 10 mg/mL of NANA had no effect. Since the data from mouse studies in vivo (HFD-fed 5xFAD mice, Figure 3 and Supplementary Figure 7; NANA-injected mice, Fig. 7a–c and Supplementary Figure 15) and in vitro (NANA-treated pan-T-cell cultures, Supplementary Figure 13) suggested a specific impact on CD4+ T cells, with only a minor effect on CD8+ T cells, in a subsequent single experiment we used an intermediate concentration of 12.5 mg/mL of NANA (Figure 6 and Supplementary Figure 14). |
| Randomization | Animals were randomly allocated to experimental groups balancing sex and genotype. Sample selection for subsequent analyses such as CyTOF, sNuc-Seq, and metabolite profiling was based on behavioral, metabolic, flow-cytometric, and/or histological analyses. For in vitro experiments with both mouse and human lymphocytes, subjects were not divided in groups, but from each subject (mouse or human) one aliquot of cells was treated with NANA and another one with medium as control.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Blinding      | Investigators were blind to animal identity during experiments and outcome assessment, except during behavior experiments in comorbidity studies, where diet groups, but not genotypes, were obvious. For in vitro experiments with both mouse and human lymphocytes, blinding was not relevant, as data were acquired under the same conditions using the software described in the Methods.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | For immunohistochemistry, the following primary antibodies were used: mouse anti-human A $\beta$ (1:150; Covance); chicken anti-GFAP (1:150; Abcam). Cy2/Cy3-conjugated anti-mouse/chicken secondary antibodies (1:150; Jackson ImmunoResearch) were used. For flow cytometry, the fluorochrome-labelled antibodies and the dilutions used in the study are listed in Supplementary Table 1. For mass cytometry, the heavy-metal-conjugated antibodies, the clone names of the monoclonal antibodies, and the dilutions used in the study are listed in Supplementary Table 2. |
| Validation      | For flow cytometry experiments, antibodies were used according to manufacturer's instructions and each antibody was further compared (separately) to an unstained sample or fluorescence-minus-one controls. For intracellular staining of cytokines after phorbol 12-myristate 13-acetate/ionomycin stimulation, non-stimulated control was included. For immunostaining, each immunofluorescence staining was preliminarily calibrated by comparing stained samples to a sample that was incubated with secondary antibody only.                                             |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Female and male mice were bred and maintained by the Animal Breeding Centre of the Weizmann Institute of Science. Housing conditions were: 12-hour dark/light cycle (lights on at 8 am), temperature 22°C, humidity 30–70%. For comorbidity studies, heterozygous 5xFAD transgenic mice (line Tg6799, The Jackson Laboratory) on a C57/BL6-SJL background and age-matched wild-type (WT) controls were used. The diet regimen was administered from 2 to 9 months of age. For the study of the effects of NANA on the immune system, female and male WT mice on the C57/BL6-SJL or C57/BL6 strains were used (6–7 and 11–14 months of age). For the study of the effects of NANA on novelty discrimination, female C57/BL6-SJL 5xFAD and age-matched WT controls were used (9–12 months of age). Mice allocated for behavioral studies or NANA/PBS injections were switched to a 24 h reversed dark-light cycle (lights on from 8 pm to 8 am) at least 7 days prior to behavior assessment, and maintained in the regimen until experimental endpoint. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Reporting on sex        | Mice of both sexes were included in all experiments, except in the following cases: only male mice were used for plasma metabolite profiling (Fig. 4a–d and Supplementary Fig. 10a–c); only female mice were used for cognitive assessment and immune profiling following NANA/PBS administration to 5xFAD mice and age-matched WT controls (Fig. 7d–f and Supplementary Fig. 16a–e).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Field-collected samples | The study did not involve data collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Ethics oversight        | All experiments detailed herein complied with the regulations formulated by the Institutional Animal Care and Use Committee (IACUC) of the Weizmann Institute of Science (application numbers: 03960618-3, 01200121-2, 03230322-2).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Spleens were mashed with the plunger of a syringe and treated with ACK (ammonium-chloride-potassium) lysis buffer (Gibco™) to remove erythrocytes. Splenocytes were filtered through a 70 µm nylon mesh and used fresh.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Instrument                | CytoFLEX (Beckman Coulter)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Software                  | CytExpert, FlowJo v10 (Tree Star)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Cell population abundance | Cell population abundance is reported in the relevant bar plots as percentage of parent population.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Gating strategy           | Cells were gated using FSC/SSC plot and singlets gated using FSC-A/FSC-H plot. For the characterization of CD4+/CD4- compartments in mice used for comorbidity studies, CD11b-/TCRb+ T cells were gated from CD45+ cells, and further gated according to the experimental design (CD4+CD44lowCD62Lhigh naive cells, CD4+CD44highCD62Llow TEMs, CD4+FOXP3+ Tregs, CD4-CD44lowCD62Lhigh naive cells, CD4-CD44highCD62Llow TEMs, CD4-CD44highCD62Lhigh TCMs). For the characterization of the spleen CD4+/CD8+ compartments in young-adult and middle-aged WT mice treated with NANA/PBS, live CD45+ cells were gated after live/dead staining and further gated for B220-TCRb+ T cells, after which CD4+ and CD8+ populations were identified and characterized according to the experimental design (CD4+CD44lowCD62Lhigh naive cells, CD4+CD44highCD62Llow TEMs, CD4+FOXP3+CD25+ Tregs, CD8+CD44lowCD62Lhigh naive cells, CD4+PD-1+ cells, CD8+CD44highCD62Llow TEMs, CD8+CD44highCD62Lhigh TCMs, CD8+PD-1+ cells). For the characterization of the spleen and blood CD4+ T-cell compartment of 5xFAD mice treated with NANA/PBS, live CD45+ cells were gated after live/dead staining and further gated for TCRb+CD4+ T cells, after which populations were identified and characterized according to the experimental design (CD4+CD44lowCD62Lhigh naive cells, CD4+CD44highCD62Llow TEMs, CD4+FOXP3+CD25+ Tregs, CD4+PD-1+ cells). For the analysis of the effects of NANA on mouse pan-T-cell proliferation, live cells were gated after live/dead and Cell Trace staining, then gated for CD4 and CD8 expression. For the analysis of the effects of NANA on human pan-T-cell proliferation, live cells were gated after live/dead and Cell Trace staining, then gated for CD4 and CD8 expression. For the analysis of the effects of NANA on the expression of PD-1 in human pan-T cells, CD4+ cells were gated for live cells after AnnV/-7AAD staining, then PD-1 expression was evaluated using geometric mean fluorescent intensity. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

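Single-nucleus RNA sequencing of the hippocampus was analysed for 26 mice in 4 groups, 6 WT CD, 7 WT HFD, 6 5xFAD CD and 7 5xFAD HFD, 1 library per mouse. The condition of each mouse was taken from its label and checked against the paper; mice 636 and 640, which the paper left out, carry a group in their labels but were treated as unassigned, and entered only 1 alternative. Visceral adipose macrophages were deposited as 1 matrix whose nuclei carry a library number and no mouse, so they could not be assigned to a diet or genotype and no comparison of theirs was run. Batch and lysis buffer of the hippocampus mice, which the paper used as a covariate or names, are not given per mouse in the sources used here. Sex, also a covariate in the paper, is given only for mice 32, 39, 44 and 69. These are listed in its metabolite profiling, for which only males were used. The paper states that mice for sequencing were chosen from their behavior, metabolism, flow cytometry or histology, so the groups are not random draws of all the mice.

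The deposited values are UMI counts per gene and nucleus. Before deposit, the authors made these counts with Cell Ranger on a mouse mm10 pre-mRNA reference, which keeps intronic reads as nuclei hold unspliced RNA, collapsed them by UMI, removed ambient RNA counts with CellBender, removed nuclei with few genes, clusters of doublets and of low quality, and subiculum neurons. The matrix holds 237631 nuclei and 31053 genes named by symbol, and the fewest genes in a nucleus are 15, below the minimum of 100 the paper gives. Genes are placed by symbol on GRCm38 with the annotation used here, and all 268 symbols looked up had 1 place. The authors' removal of ambient RNA and doublets cannot be repeated from these files; free RNA that remained raises a gene in cells that do not express it, and doublets that remained appear as clusters with markers of more than 1 cell type. No further doublet caller was run; sub-clusters with markers of another cell type were set aside as mixed.

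Counts of each nucleus were scaled to 10000 and log-transformed, 2500 variable genes were taken, and nuclei were clustered by the Leiden algorithm (scanpy 1.11.5, igraph 0.11.9) on 45 principal components with 30 neighbours, a resolution of 0.5 and a seed of 1. Immune nuclei and astrocytes were clustered again on 20 components each and oligodendrocyte-lineage nuclei on 10, the paper's numbers, and granule neurons on 20, for which the paper gives none, with the listed state markers left out of the variable genes. Markers of precursor cells were not left out. The paper integrated its samples by CCA and clustered by the Louvain algorithm on a Jaccard-weighted graph of 60 neighbours; no integration was done here. Marker lists, tests and main settings were fixed before the data were examined. The rule that turns marker scores into names was not: a cell type name needed a score of at least 1.2 and 3 raised markers, and a UMI ratio to its mouse of at most 2, and a state's name a score of at least 0.4, 3 markers raised by at least 0.25 on the log2 scale, and no other cell type's score of 1.0 or more. A cluster with a median UMI count below that of its mice by a factor of 3 or more needed a marker among its top 10 genes, and a state whose top genes held more markers of another state was left unnamed. These numbers, 3 versions of the top 10 rule and score minimums of 0.4, 0.5, 0.7 and 0.8 were set or looked at after the scores had been seen and with the paper's own shares per mouse already read.

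Shares of nuclei were computed per mouse. Groups were compared by exact two-sided permutation tests of the difference in means over every split of the mice, and the 200 p-values were adjusted together by the Benjamini-Hochberg method. A diet effect that differs between genotypes was tested with 100000 permutations of the residuals of the additive model. Gene expression was tested on counts summed per mouse and cell type with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr) in R 4.3.3; a gene was called at an adjusted p under 0.010 and an absolute log2 fold change above 0.25, the paper's thresholds. HFD was compared with CD on the mice of one genotype, and 5xFAD with WT on all 26 mice as the mean of both diets. The adjusted p-values of genes are those of edgeR unless DESeq2 is named. The standard error of a log2 fold change was taken from the fold change and its F statistic. Genes named in the text are those the paper names in its text or labels in its volcano plots, Thy1 and Xist among a few genes taken as checks, and in each comparison the 5 genes with the smallest adjusted p past the threshold; the paper's figures and tables had been seen when this rule was written.

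The tests on genes were tried on simulated counts with 200 changed genes; the share recovered is given beside the comparisons. Within groups, none of the 72 pairs of libraries differed by as little as sampling noise, over genes with at least 20 UMIs in the pair. Depth was low for the states: median UMIs per nucleus of the immune sub-clusters lay between 188 and 679. Alternatives tried were a resolution of 1.0, another seed, only nuclei with at least 500 genes, the 2 unassigned mice added under their labels, shares of non-neuronal nuclei, state markers kept among the variable genes, DESeq2 1.42.0, no filter on low counts, library size without TMM, Xist as a covariate, all groups in one fit, the same number of nuclei of the 3 glial types within each mouse, an adjusted p of 0.05, no minimum fold change, and each mouse left out. Matching nuclei between cell types in this way, which does not equalise the mice compared, and library size without TMM had been set for some of the comparisons only and were run on the others as well, 5xFAD against WT among them. Chosen after the data were seen were the naming rules and score minimums, mixed sub-clusters named, left out of the denominator or left out of the sums, precursor cells left out of the denominator, immune states as shares of all nuclei, neighbours drawn equally from every mouse, shares held under both a name and a number adjusted once, and surrogate variables from sva 3.50.0. Clustering, drawing and testing of shares used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.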

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

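The tests of depth were chosen after the values had been seen, and that of the Thy1 level before the value of mouse 636 was. In each group of 6 or 7 mice, the highest and lowest mouse were compared with the rest of the group for 80 combinations of share and group, and 13 stood apart by Dixon's criterion, where chance gives about 1 in 20, or 4.

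Each share below is followed by the range of the other mice of the same group. Mice 32 (5xFAD CD) and 39 (5xFAD HFD) stood apart in the same shares. Granule neurons made up 41.6% (15.5% to 23.6%) in mouse 32 and 31.7% (15.7% to 20.6%) in mouse 39. Microglia made up 6.81% (12.3% to 13.9%) and 5.31% (11.8% to 16.3%). The T cell-like share of immune nuclei in mouse 39 was 7.05% (1.39% to 2.47%). Their Thy1 levels over all nuclei, 15.2 and 5.23 CPM, were the lowest of their groups and within the range of WT mice. Their DAM-like shares of 53.2% and 61.7% of immune nuclei lay above every WT mouse of the 4 groups, which argues against a wrong genotype. Mice 69 (WT CD) and 44 (WT HFD) did not stand apart in microglia but had the lowest microglia shares of their groups as well (2.62% and 2.49%), the lowest Thy1 levels (0.280 and 2.76 CPM) and the fewest nuclei. With 1 such mouse in each group, a shared preparation stays open; the paper prepared mice in sets that hold all groups without naming them, so it was not tested.

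In WT CD mice, mouse 447 stood apart with CA1 neurons at 18.7% (11.3% to 13.9%), CA3 neurons at 11.2% (6.36% to 8.05%) and astrocytes at 8.44% (14.8% to 17.9%). Mouse 69 of that group had a T cell share of all nuclei of 0.0865% (0% to 0.0295%) and a T cell-like share of immune nuclei of 3.19% (0% to 0.714%). GABAergic neurons made up 10.0% (4.37% to 6.30%) in mouse 462 (5xFAD CD). Ependymal cells made up 1.54% (0.267% to 0.759%) in mouse 481 (5xFAD HFD). PVM-like nuclei made up 0.315% (0.821% to 1.03%) of immune nuclei in mouse 637 (5xFAD HFD).

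Few UMIs per nucleus as the source of these shares is argued against by the depths, since 0 of the 13 belonged to the mouse with the lowest median of its group. A small library stays open: a library with few UMIs is a candidate source for 5 of them, in mice 32 (10173387 UMIs) and 39 (7652300), which have the fewest of their groups, and a library with few nuclei for 7, in those mice (5401 and 3953 nuclei) and mouse 69 (6937). A difference in how the hippocampus was dissected, which would move several neuron types at once, was not tested, and neither was a biological difference between mice of one group. Of the 50 shares, 0 had a diet effect that differed between the genotypes at an unadjusted p under 0.05 in a permutation test.

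Mouse 636, labelled WT CD and left out by the paper, had a DAM-like share of 68.9% of immune nuclei, above every WT CD mouse (at most 39.2%) and within the range of the 5xFAD mice. A wrong label is a candidate explanation: the Thy1 level of the mouse, 838 CPM, lay above every WT mouse (at most 179) and within the range of the 5xFAD mice (5.23 to 1060), whose transgenes are expressed from a Thy1 promoter construct. A shallow library is argued against, as its median of 1082 UMIs per nucleus lies within the range of WT CD mice. The Thy1 ranges of WT and 5xFAD mice overlap, so the level alone does not assign a mouse, and the mouse was left unassigned, as in the paper, which names technical artifacts as the reason. Mouse 640, labelled 5xFAD CD, had a DAM-like share of 73.2% and a Thy1 level of 367 CPM.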

How the results depend on the processing

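Values below are differences in percentage points for shares, HFD minus CD or 5xFAD minus WT, and the cause of a change was not tested unless named. No paired analysis was possible because the paper prepared mice in sets of 4 without naming the mice of a set, and no mouse number is shared between groups. The deposited list of barcodes runs through the mice 4 at a time, each run with 1 mouse of every group by the labels; an order of entries does not name a set, and it was not used to pair mice. The naming rules and score minimums, the settings for mixed sub-clusters, immune states as shares of all nuclei, shares adjusted once, equal neighbours, surrogate variables and, for 5xFAD against WT, the matching of nuclei between the cell types of each mouse were chosen after results were seen. Under the other alternatives, 171 differences in shares kept their direction and their side of the adjusted p of 0.05, 28 reversed, 20 no longer passed and 1 newly passed. Most reversals are of diet differences in shares, none of which passed in any alternative listed here.

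At a resolution of 1.0, the sign reversed for DAM-like by HFD in WT (0.135) and AST1-like by HFD in WT (3.27). DAA-like by HFD in WT (-0.220) reversed there as well. T cells (all nuclei) by genotype on CD (0.176) and astrocytes by genotype on HFD (-5.20) no longer passed the threshold there. HMG-like by genotype on CD (-46.6) no longer passed the threshold there. With another seed, the sign reversed for DAM-like by HFD in WT (0.159). Among nuclei with at least 500 detected genes, the sign reversed for microglia by HFD in WT (-0.0741) and T cells (all nuclei) by HFD in WT (0.00352) and by HFD in 5xFAD (-0.000240). Astrocytes by HFD in 5xFAD (-0.302), by genotype on CD (3.56) and by genotype on HFD (1.46) and oligodendrocytes by genotype on HFD (1.30) reversed there as well. DAM-like by HFD in 5xFAD (-3.13) and T cell-like by HFD in 5xFAD (-0.519) reversed there as well. AST1-like by HFD in 5xFAD (-1.98) and DAA-like by HFD in 5xFAD (0.0261) reversed there as well. Microglia by genotype on CD (1.54) and by genotype on HFD (2.71) and T cells (all nuclei) by genotype on CD (0.0314) and by genotype on HFD (0.0277) no longer passed the threshold there. HMG-like by genotype on CD (-30.8) and by genotype on HFD (-43.2) and DAM-like by genotype on CD (68.2) and by genotype on HFD (66.3) no longer passed the threshold there. PVM-like by genotype on CD (-3.12) and by genotype on HFD (-0.184) and T cell-like by genotype on HFD (0.307) no longer passed the threshold there. COP-like by genotype on CD (6.10) and by genotype on HFD (4.49) no longer passed the threshold there. With mice 636 and 640 added under their labels, the sign reversed for microglia by HFD in WT (-1.50) and by HFD in 5xFAD (-0.251) and AST1-like by HFD in 5xFAD (-0.533). Microglia by genotype on CD (6.86) and T cells (all nuclei) by genotype on CD (0.135) no longer passed the threshold there. Astrocytes by genotype on HFD (-5.20) and PVM-like by genotype on CD (-1.42) no longer passed the threshold there. As shares of non-neuronal nuclei, the sign reversed for microglia by HFD in WT (-0.343) and by HFD in 5xFAD (-0.983) and astrocytes by HFD in WT (-0.814) and by HFD in 5xFAD (-0.721). Oligodendrocytes by genotype on CD (-2.26) reversed there as well. Astrocytes by genotype on CD (-12.5) newly passed the threshold there. With the state markers kept among the variable genes, the sign reversed for DAM-like by HFD in WT (0.135) and by HFD in 5xFAD (-0.161) and AST1-like by HFD in WT (0.137) and by HFD in 5xFAD (-0.745). DAA-like by genotype on HFD (-0.328) reversed there as well. Immune nuclei hold few UMIs, so a minimum of 500 genes leaves fewer of them, between 4 and 57 microglia nuclei per WT mouse. In that setting the DAM-like differences were larger than before, and their unadjusted p, like that of microglia on CD, was the smallest an exact permutation test can give; these lost the threshold through the adjustment over all comparisons.

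With neighbours drawn equally from every mouse, the sign reversed for DAM-like by HFD in WT (0.00912) and by HFD in 5xFAD (-1.18). At a score minimum of 0.5, the sign reversed for AST1-like by genotype on HFD (2.03). At a score minimum of 0.7, the sign reversed for DAM-like by HFD in WT (0.241). At a score minimum of 0.8, the sign reversed for DAM-like by HFD in WT (0.241). With mixed sub-clusters named too, the sign reversed for T cell-like by genotype on CD (-2.04). T cell-like by genotype on HFD (1.41) no longer passed the threshold there. DAA-like by genotype on CD (23.5) and by genotype on HFD (21.6) newly passed the threshold there. With mixed sub-clusters left out of the denominator, the threshold was newly passed for DAA-like by genotype on CD (9.98). With shares held under both a name and a number adjusted once, the threshold was no longer passed for T cells (all nuclei) by genotype on CD (0.159). With immune states as shares of all nuclei, the sign reversed for HMG-like by genotype on CD (0.626) and PVM-like by genotype on HFD (0.0185). HMG-like by genotype on HFD (-0.760) and PVM-like by genotype on CD (-0.00122) no longer passed the threshold there. Of the added settings, 253 differences kept direction and side. Naming itself depended on the rule: among 5 clusterings, HMG-like was named in 4 under the first version of the top 10 rule, all but the main one, whose shares are reported, and in 5 under the third, DAM-like in 3 under the second and 5 under the third, and AST1-like in 5 at a score minimum of 0.4 and 0 at 0.7. DAA-like was named in 5 at 0.4, 3 at 0.5 and 2 at 0.7, the main clustering among them. COP-like was named in all 5 and OLG1-like in none under every version.

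No share of a granule sub-cluster passed the threshold under any setting run. For the diet effect on oligodendrocytes, the difference between genotypes kept its sign under all 3 alternatives, from -2.06 percentage points in the main setting to -1.25 among non-neuronal nuclei and -1.65 with mice 636 and 640 added, and -0.167 on the logit scale.

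Counts of genes called between 5xFAD and WT mice, 594 in microglia, 808 in astrocytes and 32 in oligodendrocytes, changed with the setting. With at least 500 genes per nucleus, which leaves fewer nuclei, they were 114, 265 and 9. DESeq2 called 54 in oligodendrocytes, an adjusted p of 0.05 gave 1626 in astrocytes, and matching nuclei between the cell types of each mouse, which leaves the mice unequal, gave 482 in astrocytes and 20 in oligodendrocytes. With surrogate variables 197 were called in microglia and 13 in astrocytes. Without the mixed sub-clusters 120 were called in astrocytes. With each mouse left out in turn the counts stayed between 529 and 607, 574 and 1150, and 25 and 34.

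Between HFD and CD, edgeR called 0 genes in microglia, astrocytes and oligodendrocytes of either genotype with every mouse left out in turn and under every other alternative but 1: without a filter on low counts it called 14 genes in microglia of WT mice, of which 2 were higher and 12 lower. At an unadjusted p under 0.05 there were 104, 197 and 68 in 5xFAD mice. DESeq2 called 1, in astrocytes of 5xFAD mice. Apoe kept its negative sign in microglia and astrocytes under all settings; in oligodendrocytes its log2 fold change of 0.35 became -0.75 with surrogate variables. Of the genes named for 5xFAD against WT, Cx3cr1, P2ry12, Cd9, Garem1, Thy1, Camk2a, Mrc1 and F13a1 no longer passed the threshold with surrogate variables. Nor did Cx3cr1 (-0.46), Garem1 (-0.48) and F13a1 (-1.50) among nuclei with at least 500 genes, Garem1 (-0.44) and Mrc1 (-1.34) with nuclei matched between the cell types of each mouse, Garem1 (-0.34) and Thy1 (5.08) without the mixed sub-clusters, and Mrc1 (-1.20) without a filter on low counts, log2 fold changes in parentheses. Leaving out 1 mouse changed the call for Mrc1 alone, without mouse 458 (-1.27) and without mouse 485 (-1.10). In the simulated counts, the changes of 1 on the log2 scale that were called were a minority in each comparison.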

Differences from the paper's values

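Naming the mixed sub-clusters and the versions of the naming rule were chosen after the values had been seen. The paper's shares are means of the values per mouse in its Source Data. Its denominators are its own immune nuclei, astrocytes and oligodendrocytes, named from its own clusters. Its OLG1, OLG2, DOL and COP shares, 76.9%, 20.6%, 1.70% and 0.741% in WT CD mice, leave no room for precursor cells. The denominators here are 21170 immune nuclei (Supplementary Data 2 gives 20847), the astrocytes and the oligodendrocyte-lineage nuclei of the rebuilt clusters. These lineage nuclei hold precursor cells as well. No direction is read from these pairs, and a difference is not separated from the rebuilding of names.

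For DAM-like nuclei in WT HFD mice, the paper's mean is 1.67% ± 1.16 (SD) and the value here 7.39% ± 5.27 (SD). The values fall within that distance at a resolution of 1.0 (0.691%), with another seed (0.730%), among nuclei with at least 500 genes (1.79%) and with the state markers kept (0.445%), all set before the data were examined, and do not with mice 636 and 640 added. In WT CD mice the gap is larger, 1.78% ± 0.924 (SD) in the paper and 12.5% ± 15.2 (SD) here, where mouse 458 has 39.2%. In 5xFAD CD and HFD mice, where the paper's means are 65% and 66.8% and the values here 64.7% and 69.5%, the same settings give 47.0% and 48.3%, 51.8% and 52.4%, 71.3% and 68.1%, and 49.5% and 49.3%.

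For DAA-like nuclei in 5xFAD CD mice, the paper's mean is 41.8% ± 12.6 (SD) and the value here 14.0% ± 2.57 (SD), and in 5xFAD HFD mice the paper's mean is 37.4% ± 7.32 (SD) and the value here 13.3% ± 3.74 (SD). None of the 5 alternatives set before the data were examined closes either gap. With the mixed sub-clusters named too, chosen after seeing the values, the DAA-like difference between genotypes is 23.5 percentage points on CD and 21.6 on HFD and passes the adjusted p of 0.05; in that setting the T cell-like increase on HFD no longer does. The paper's AST3 shares are 10.7%, 11.3%, 13.5% and 12.5% in WT CD, WT HFD, 5xFAD CD and 5xFAD HFD mice, and those of DAA-like nuclei here 7.82%, 9.47%, 14.0% and 13.3%; no markers of AST3 were listed, so that the DAA-like sub-cluster holds the paper's DAAs and not its AST3 is not established.

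For COP-like nuclei in 5xFAD CD mice, the paper's mean is 1.13% ± 0.272 (SD) and the value here 2.45% ± 0.545 (SD), and in 5xFAD HFD mice the paper's mean is 1.10% ± 0.259 (SD) and the value here 2.28% ± 0.577 (SD). The denominators differ, as the paper's holds no precursor cells and the one here does. Leaving them out would raise the share here, so the denominators do not account for its higher value. None of the same 5 alternatives closes either gap. The increase in 5xFAD mice is found in the paper and here.

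The paper reports fewer AST1 cells and more DAAs in 5xFAD mice. Here AST1-like nuclei are fewer and DAA-like nuclei more on both diets without passing the adjusted p of 0.05 (-22.1 and 6.14 percentage points on CD), while Gfap and Serpina3n, its DAA markers, are higher in 5xFAD astrocytes past the threshold and of its AST1 markers Garem1 is lower past it and Mfge8 lower without passing it (log2 fold change -0.56, adjusted p = 0.115 by edgeR). Garem1 lost the call among nuclei with at least 500 genes, with nuclei matched between the cell types of each mouse, with surrogate variables and without the mixed sub-clusters. The paper reports fewer OLG1 cells with high Ptgds; no sub-cluster was named OLG1-like in any of 5 clusterings, and Ptgds was not lower (log2 fold change 0.23). The paper reports more DOLs; here DOL-like was named in 2 of 5 clusterings under the first and second versions of the naming rule, where the share was higher in 5xFAD mice (past the threshold on both diets with the state markers kept and on neither at a resolution of 1.0), and in 0 under the third, while its marker C4b is higher in 5xFAD oligodendrocytes past the threshold.

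The paper reports a dentate gyrus cluster over-represented in HFD-fed 5xFAD mice; none of the 9 granule sub-clusters here had a higher share in those mice than in CD-fed 5xFAD mice past the threshold. Its DG1 shares are 5.47%, 4.44%, 5.68% and 9.41% in WT CD, WT HFD, 5xFAD CD and 5xFAD HFD mice, and those of sub-cluster B here 6.31%, 4.41%, 5.89% and 10.3%; a match made from these shares would rest on the difference it is meant to test, and no markers of DG1 were found to make one. B differs by 4.40 percentage points between the diets in 5xFAD mice (exact permutation test, p = 0.111, adjusted p = 0.583). Its T cell increase on HFD in 5xFAD mice has the same direction here (1.24 percentage points, adjusted p = 0.597 by an exact permutation test) and does not pass. Its oligodendrocyte increase on HFD, which it describes as more prominent in WT mice, has the same direction here in both genotypes (3.60 percentage points in WT and 1.53 in 5xFAD mice) and passes in neither.

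The paper reports genes changed by HFD in microglia, astrocytes and oligodendrocytes of 5xFAD mice, with the strongest response in astrocytes, from a test that takes nuclei as replicates. With mice as replicates edgeR called 0 in each, where 104, 197 and 68 genes had an unadjusted p under 0.05; DESeq2 called 1, Ddx24, in astrocytes and 0 in the others. Apoe, which the paper reports as lower on HFD in microglia and astrocytes, has the same sign here and does not pass the threshold in either under any setting.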

Other observations

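The tests of neuronal RNA, of surrogate variables and of an effect on whole libraries were chosen after the results were seen; the splits were not, and the test of the count without mixed sub-clusters was chosen before that count was seen but after the levels of Thy1 and Camk2a were. For genes called between 5xFAD and WT mice, 1 of 100 splits of the mice drawn, the real one included, gave as many genes in microglia, 1 in astrocytes and 1 in oligodendrocytes, so chance is excluded for these counts. For HFD against CD, with 0 genes called by edgeR (104, 197 and 68 genes at an unadjusted p under 0.05 in 5xFAD and 54, 221 and 135 in WT mice for the same cell types, and 1 gene called by DESeq2, in 5xFAD astrocytes), all 100 splits gave as many in each cell type and genotype, which no split can fail to do at a count of 0, so the splits say nothing about chance there.

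Astrocytes of 5xFAD mice carried more RNA of genes that neurons express. Thy1 had a log2 fold change of 6.18 (standard error 1.00, adjusted p = 0.000165) and Camk2a of 3.55 (standard error 0.61, adjusted p = 0.000280), both by edgeR. Neuronal RNA in these nuclei may be the source: of the 5 listed markers of excitatory neurons, 2 had enough counts, 1 of them Camk2a itself, and the other, Slc17a7, was higher without passing the threshold (3.01, adjusted p = 0.0100 by edgeR). Leaving out the mixed sub-clusters brought the genes called in astrocytes from 808 to 120. The largest of them, sub-cluster 3, holds 13.6% and 14.6% of the astrocytes of 5xFAD CD and HFD mice against 1.66% and 1.26% in WT mice, so the count can fall with or without neuronal RNA, and for this count neuronal RNA and a state of 5xFAD astrocytes cannot be told apart. Camk2a, the only listed marker that could be tested without them, stayed at 3.72 there and fell to 0.43 with surrogate variables, so neuronal RNA and a change within astrocytes cannot be told apart for Thy1 and Camk2a. For Thy1, transcripts of the transgenes, which contain Thy1 sequence, stay open as well and were not tested.

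Some sub-clusters followed single libraries. Granule sub-cluster I held 93.9%, 93.3%, 90.3% and 85.5% of the granule neurons of mice 479, 447, 481 and 462, 1 of each group. The same mice had the 4 highest shares of astrocyte sub-cluster 8, from 60.1% to 77.8% against at most 41.6%, and of oligodendrocyte sub-cluster 6, from 46.9% to 65.8% against at most 19.5%. That all 4 mice lead in both glial types, too, is consistent with an effect on the whole library, such as its preparation; the paper describes preparation in sets of mice and a pair of lysis buffers without naming the mice of each. Their Xist levels, 3564 to 4109 CPM over all nuclei, were the highest of all mice. The same mice also had the lowest AST1-like share of their groups, 4.02% to 8.59% of astrocytes against at least 18.6% in the others. As each group has 1 such mouse, they widen the spread within groups and do not separate them. Granule sub-cluster H held 85.0% and 78.6% of the granule neurons of mice 862 and 470, both 5xFAD CD, so it is not spread over the groups, and sub-cluster E 91.6% and 72.5% of those of mice 636 and 644.

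The paper describes its DG1 cluster as immature-like. Of 8 listed markers of immature granule neurons, 4 had enough counts in summed granule neurons. Between HFD-fed and CD-fed 5xFAD mice 1 was higher and 3 were lower. None was called by edgeR, which called 0 of 11500 genes, with 162 at an unadjusted p under 0.05, where DESeq2 called 0. No biological explanation was tested.

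The visceral adipose matrix holds macrophage nuclei in 38 libraries of unknown diet and genotype, with 16 to 3466 nuclei each. Neu1 had 6653 UMIs over all nuclei (59.9 CPM), Neu2 10 and Neu3 49, and Neu4 is not among its gene names; Trem2 and Cd9 lay at 164 and 123 CPM. Nuclei with a Neu1 UMI made up 12.6%, and 8.46% after thinning each nucleus to 1460 UMIs, which left out 11858 nuclei. Over the 36 libraries with a nucleus that deep, the thinned share ranged from 5.69% to 14.3% with a median of 8.85%; the highest is from library 6_2, with 14 such nuclei. No other cell type was in this matrix to serve as a background, and no comparison between diets or genotypes was run. No biological explanation was tested.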
